# Drug Repurposing of Bromodomain Inhibitors as Potential Novel Therapeutic Leads for Lymphatic Filariasis Guided by Multispecies Transcriptomics

**DOI:** 10.1128/mSystems.00596-19

**Published:** 2019-12-03

**Authors:** Matthew Chung, Laura E. Teigen, Silvia Libro, Robin E. Bromley, Dustin Olley, Nikhil Kumar, Lisa Sadzewicz, Luke J. Tallon, Anup Mahurkar, Jeremy M. Foster, Michelle L. Michalski, Julie C. Dunning Hotopp

**Keywords:** lymphatic filariasis, filarial nematodes, nematodes, *Brugia malayi*, *Wolbachia*, *Aedes aegypti*, mosquito, transcriptomics, RNA-Seq, multispecies RNA-Seq, bromodomain, bromodomain inhibitor, 6S RNA, *Brugia*, drug repurposing, neglected tropical disease, symbiosis

## Abstract

To better understand the transcriptomic interplay of organisms associated with lymphatic filariasis, we conducted multispecies transcriptome sequencing (RNA-Seq) on the filarial nematode Brugia malayi, its *Wolbachia* endosymbiont *w*Bm, and its laboratory vector Aedes aegypti across the entire B. malayi life cycle. In *w*Bm, transcription of the noncoding 6S RNA suggests that it may be a regulator of bacterial cell growth, as its transcript levels correlate with bacterial replication rates. For A. aegypti, the transcriptional response reflects the stress that B. malayi infection exerts on the mosquito with indicators of increased energy demand. In B. malayi, expression modules associated with adult female samples consistently contained an overrepresentation of genes involved in chromatin remodeling, such as the bromodomain-containing proteins. All bromodomain-containing proteins encoded by B. malayi were observed to be upregulated in the adult female, embryo, and microfilaria life stages, including 2 members of the bromodomain and extraterminal (BET) protein family. The BET inhibitor JQ1(+), originally developed as a cancer therapeutic, caused lethality of adult worms *in vitro*, suggesting that it may be a potential therapeutic that can be repurposed for treating lymphatic filariasis.

**IMPORTANCE** The current treatment regimen for lymphatic filariasis is mostly microfilaricidal. In an effort to identify new drug candidates for lymphatic filariasis, we conducted a three-way transcriptomics/systems biology study of one of the causative agents of lymphatic filariasis, Brugia malayi, its *Wolbachia* endosymbiont *w*Bm, and its vector host Aedes aegypti at 16 distinct B. malayi life stages. B. malayi upregulates the expression of bromodomain-containing proteins in the adult female, embryo, and microfilaria stages. *In vitro*, we find that the existing cancer therapeutic JQ1(+), which is a bromodomain and extraterminal protein inhibitor, has adulticidal activity in B. malayi.

## Abstract (precis)

The current treatment regimen for lymphatic filariasis is mostly microfilaricidal. In an effort to identify new drug candidates for lymphatic filariasis, we conducted a three-way transcriptomics/systems biology study of one of the causative agents of lymphatic filariasis, Brugia malayi, its *Wolbachia* endosymbiont *w*Bm, and its vector host Aedes aegypti at 16 distinct B. malayi life stages. B. malayi upregulates the expression of bromodomain-containing proteins in the adult female, embryo, and microfilaria stages. *In vitro*, we find that the existing cancer therapeutic JQ1(+), which is a bromodomain and extraterminal protein inhibitor, has adulticidal activity in B. malayi.

## INTRODUCTION

Lymphatic filariasis is spread by mosquitoes infected with one of three filarial nematodes: Wuchereria bancrofti, Brugia malayi, or Brugia timori. As of 2016, an estimated 856 million individuals are living in areas with ongoing transmission of the disease (1). Infected individuals are often asymptomatic with subclinical parasite-associated immunosuppression (2), while approximately one-third of affected individuals manifest symptoms such as chronic lymphedema and/or hydrocele, both caused by the damage inflicted by the nematodes on the human lymphatics. Although the disease is rarely fatal, >25 million affected individuals are afflicted with hydrocele and >15 million individuals are afflicted with lymphedema (1).

Mass drug administration (MDA) programs aimed at eradicating the causative agents of lymphatic filariasis employ a combination of diethylcarbamazine, doxycycline, ivermectin (IVM), and/or albendazole (3–6). Although each of the drugs has a different mechanism of action (7), diethylcarbamazine, ivermectin, and albendazole are primarily microfilaricidal (6, 8–10), with only doxycycline having significant adulticidal activity (11).

Although current MDA programs have been successful in lowering transmission of lymphatic filariasis (1), the limited adulticidal efficacy of current drugs indicates a need for novel therapeutics. The obligate relationship between B. malayi and its bacterial *Wolbachia* endosymbiont *w*Bm has provided one of the more recent novel targets in filarial nematode elimination efforts (13–15), since inhibiting *w*Bm halts development and reproduction in B. malayi and, more importantly, kills adult worms. To this end, numerous studies have used genome functional annotations (16–18) and differential expression analyses (19, 20) to identify potential drug targets in both B. malayi and *w*Bm.

Intraperitoneal infection of Mongolian gerbils by Brugia malayi is a frequently used system for studying lymphatic filariasis, since all mammalian life stages of the nematode can be isolated in the laboratory from a small rodent (21). Several transcriptomics studies have been conducted on the filarial worm, its bacterial endosymbiont, and/or its vector using this system (19, 20, 22), but no comprehensive study has been able to simultaneously analyze the transcriptome of all three organisms across the entirety of the B. malayi life cycle. One of the main reasons is the inability to recover a sufficient number of reads to represent the transcriptome of *w*Bm, which has a very low relative abundance in several key life stages. To address this, we used rRNA and poly(A) depletions (23) and Agilent SureSelect (AgSS) transcriptome capture (24) to enrich for *Wolbachia* reads for selected samples.

Here, we report the transcriptomes of B. malayi, *w*Bm, and its laboratory vector, Aedes aegypti, across the entire B. malayi life cycle, to better understand the biological interplay between the organisms. We expect this to be a community resource and as such have provided access to the data at the gene level for B. malayi, http://gcid.igs.umaryland.edu/pub/bm-RNA-life; *w*Bm, http://gcid.igs.umaryland.edu/pub/wb-RNA-life; and A. aegypti, http://gcid.igs.umaryland.edu/pub/aa-RNA-life. In B. malayi, chromatin remodeling seems to be a key activity in adult females, embryos, and microfilariae such that bromodomain inhibitors were examined as a potential therapeutic for lymphatic filariasis.

## RESULTS

### B. malayi transcriptome.

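The B. malayi values are read counts per protein-coding gene in 38 libraries, of which 32 were made by poly(A) selection and 6 by Agilent SureSelect (AgSS) capture, a hybridization of the library to baits for B. malayi coding sequences. The authors mapped the reads to the WS259 genome with TopHat, counted them over exons with HTSeq in union mode, and gave the sum for each of 11085 genes without normalization, together with a table of TPM values for the same libraries. Adult females had 4 libraries, vector 4 and 8 dpi had 2 of each kind, and every other stage had 2. The 8 libraries of vector 4 and 8 dpi come from 4 RNAs, and the fits treated libraries of the same RNA as separate. Total counts on genes ran from 2722556 to 64239764 (median 33168078) in poly(A)-selected libraries and from 23788380 to 116515442 (median 56650082) in AgSS libraries. Genes were tested with edgeR as in the paper's methods: TMM normalization, a minimum of the CPM equal to 5 reads in the smallest library in at least 2 libraries, common and tagwise dispersions, and a quasi-likelihood F test with Benjamini-Hochberg adjustment over all genes tested. The paper does not name its normalization, and TMM is edgeR's default. A gene was called higher in a set of stages when the adjusted p was below 0.05, the stage contrast was at least 1, and the lowest stage mean inside the set exceeded the highest stage mean outside it. The stage contrast is the average of edgeR's fitted log2 stage means inside the set minus their average outside it, each stage counting once. It is not the log2 ratio of the mean CPM of the libraries, which is given beside it. These contrasts stand in for the paper's WGCNA modules, so their counts are not module sizes. Gene values are CPM after TMM normalization, with the SD between libraries, which includes differences between stages where a set holds more than one stage. Each SE is the size of the stage contrast or log2 fold change divided by the square root of its F statistic. It is not a spread between libraries, and it does not measure how well stage means near 0 counts are known. The files do not pair gene identifiers with gene names, and identifiers are given as they stand there.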

A total of 16 distinct B. malayi life cycle stages were sampled and sequenced to assess the B. malayi transcriptome (Fig. 1; Table 1). 

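Each B. malayi library was thinned at random to 50% of its counts to see how many genes it would lose. The number of genes with at least 1 count per library ranged from 9102 to 10738 in poly(A)-selected libraries and from 8766 to 10418 in AgSS libraries. Between 97.5% and 99.2% of those genes were still detected at 50% of the depth, in both kinds of library. With a gene counted as detected only at 5 or more reads, the median number per library fell from 10272.5 to 9780. The smallest libraries were those of vector 4 dpi made by poly(A) selection, with 2722556 and 3239521 counts and 9146 ± 62.9 genes (SD, n = 2). The AgSS libraries of vector 18 hpi had 8935 ± 239 genes (SD, n = 2) at 23788380 and 27429885 counts.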

Rarefaction curves generated from each of the samples indicate that the samples are sequenced to sufficient depth to accurately represent the B. malayi transcriptome, with the exception of the poly(A)-selected vector 18-h-postinfection (hpi) samples (see Fig. S1 in the supplemental material), which were excluded from subsequent analyses. Of the 11,085 predicted B. malayi protein-encoding genes, 10,207 (92.1%) had statistically significant differential gene expression across the life cycle. 

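Of the 10353 genes that passed the count filter, 10218 differed between the 16 stages. Without the filter 10654 of 11016 genes differed. Leaving out each library in turn gave 9773 to 10280 genes. For each of the 10218 genes the range was taken as the log2 difference between the highest and the lowest stage mean, and 3.88% of them had a range under 1.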

A hierarchical clustering and principal-component analysis (PCA) of these differentially expressed genes separates the samples into four distinct clusters of (A) the adult male samples; (B) the adult female, embryo, immature microfilaria, and mature microfilaria samples; (C) the L1 and L2 samples; and (D) the L3 samples from both the vector and the gerbil, all L4 samples, and the immature adult samples (Fig. 2). 

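The first 2 principal components of the z-scores of log2(TPM + 1), over the 10218 differentially expressed genes and 38 libraries, held 26.9% and 16.0% of the variance. For 30 of the 38 libraries the nearest other library, by Euclidean distance between z-scores, was of the same stage. The exceptions were the 4 libraries of immature and mature microfilariae and the 4 libraries of 1 and 2 dpi of the gerbil. Complete-linkage clustering cut into 4 groups put 34 of 38 libraries into the groups the paper names, and the same number resulted with average linkage, with log2(TPM + 0.1) and with genes of a mean TPM of at least 1 only. The remaining 4 libraries were those of vector 4 dpi, which fell in a group of 24 with the L3, L4 and immature adult stages, while the 2 libraries of vector 18 hpi formed a group of their own. With single libraries left out, between 33 and 37 libraries fell in the paper's groups.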

The 10,207 differentially expressed genes were clustered into 15 expression modules using WGCNA (25) (Fig. 3 and Fig. S2), with each cluster being split into a primary expression profile and a secondary, inverse expression profile. A functional term enrichment analysis was done on each of the WGCNA expression modules.

**FIG 1:**
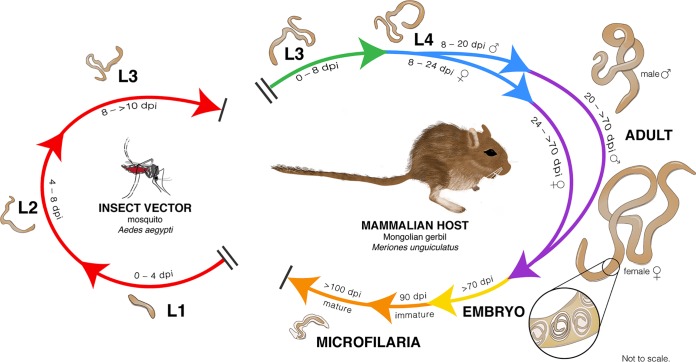
Brugia malayi life cycle and sample selection. Initial larval development (microfilaria/L1, L2, and L3) takes place in the thorax of the mosquito vector after ingestion of microfilaremic blood from the mammalian host. Subsequent development of L3 to L4 and finally to the mature adult occurs upon introduction of L3 to the mammalian host, in this case in the peritoneal cavity of the Mongolian gerbil. Life cycle stages sampled from mosquitoes included microfilariae that had penetrated the mosquito midgut and entered thorax muscle (18 hpi), molt to L2 larvae (4 dpi) and to L3 larvae (8 dpi) in mosquito thorax, and vector-derived infective L3 from the mosquito head. Life cycle stages sampled from gerbils included early L3 infection (1 to 4 dpi), molt to L4 larvae (8 dpi), molt of males (20 dpi) and females (24 dpi) to immature adults, sexually mature adults (>70 dpi), eggs and embryos from adult females, immature microfilariae not yet infective to mosquitoes, and mature infective microfilariae.

**TABLE 1:** RNA-Seq life cycle samples and library preparations

Nematode host and sample	B. malayi	*w*Bm	A. aegypti
Gerbil			
1 dpi	Poly(A) selection	rRNA, poly(A) depletion	NA^*a*^
2 dpi	Poly(A) selection	rRNA, poly(A) depletion	NA
3 dpi	Poly(A) selection	rRNA, poly(A) depletion	NA
4 dpi	Poly(A) selection	rRNA, poly(A) depletion	NA
8 dpi	Poly(A) selection	rRNA, poly(A) depletion	NA
20-dpi male	Poly(A) selection	rRNA, poly(A) depletion	NA
24-dpi female	Poly(A) selection	rRNA, poly(A) depletion and *w*Bm AgSS	NA
Adult male	Poly(A) selection	rRNA, poly(A) depletion	NA
Adult female	Poly(A) selection	rRNA, poly(A) depletion and *w*Bm AgSS	NA
Embryo	Poly(A) selection	rRNA, poly(A) depletion	NA
Immature microfilariae	Poly(A) selection	rRNA, poly(A) depletion	NA
Mature microfilariae	Poly(A) selection	rRNA, poly(A) depletion	NA
Mosquito			
18 hpi	B. malayi AgSS	*w*Bm AgSS	Poly(A) selection
4 dpi	Poly(A) selection and B. malayi AgSS	*w*Bm AgSS	Poly(A) selection
8 dpi	Poly(A) selection and B. malayi AgSS	*w*Bm AgSS	Poly(A) selection
Infective L3	Poly(A) selection	NA	Poly(A) selection

a NA, not applicable.

**FIG 2:**
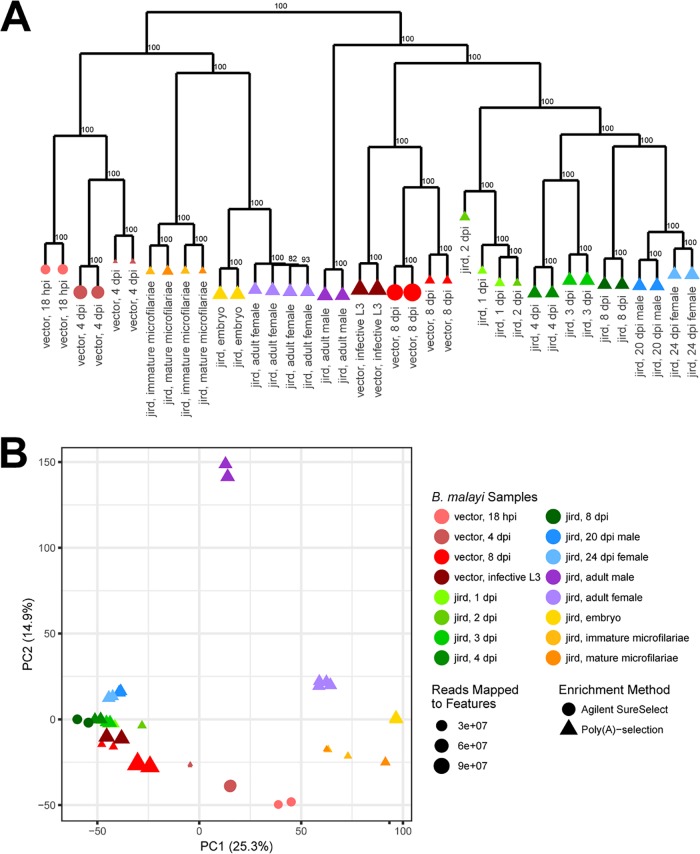
Hierarchical clustering and PCA of differentially expressed B. malayi genes. (A) For each sample, the z-scores of the log_2_(TPM) values of the 10,297 differentially expressed B. malayi genes were used to hierarchically cluster the B. malayi samples using 100 bootstraps, with support values indicated adjacent to the nodes. (B) A PCA was done using the z-score of the log_2_(TPM) values of the 10,297 differentially expressed B. malayi genes. The variation represented by each of the first two principal components is indicated in parentheses next to the axis titles. In both the hierarchical clustering and PCA, four clusters are observed. Samples represented by triangles were prepared using a poly(A) selection, while samples represented by circles were prepared using a B. malayi*-*specific AgSS capture. Points are sized relative to the number of reads mapping to genes for each sample. The B. malayi samples cluster based on sample rather than library enrichment, with all samples enriched using the AgSS clustering with their respective poly(A)-selected counterparts rather than each other.

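The AgSS and the poly(A)-selected libraries of vector 4 and 8 dpi come from the same RNA, 4 libraries of each kind. In the distances between z-scores, the nearest library of each of these 8 libraries was the other library of the same stage and the same kind. With stage in the model, 5096 of 9062 genes differed between the kinds of library, 2635 higher and 2461 lower with AgSS. The shifts were small for most genes: the median size of the log2 fold change was 0.33, and 88.6% of genes were under 1. With the RNA in place of stage as a replicate block in the model, the count was 5064. Identifier gene11450 had no counts in any of the 4 AgSS libraries and 12.0 ± 5.17 CPM (SD, n = 4) in the poly(A)-selected ones, at least 1297-fold lower with AgSS at a floor of 3 counts over the group. WBGene00225888 was at 0.0340 ± 0.0338 CPM (SD, n = 4) with AgSS and at 99.8 ± 28.3 CPM (SD, n = 4) with poly(A) selection, a log2 fold change of -11.13 (SE 0.25, adjusted p = 7.37e-12). The log2 fold change between the kinds of library followed the gene length implied by the counts and the TPM, with a Spearman coefficient of 0.586 across the 9062 genes, which are not independent replicates.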

**FIG 3:**
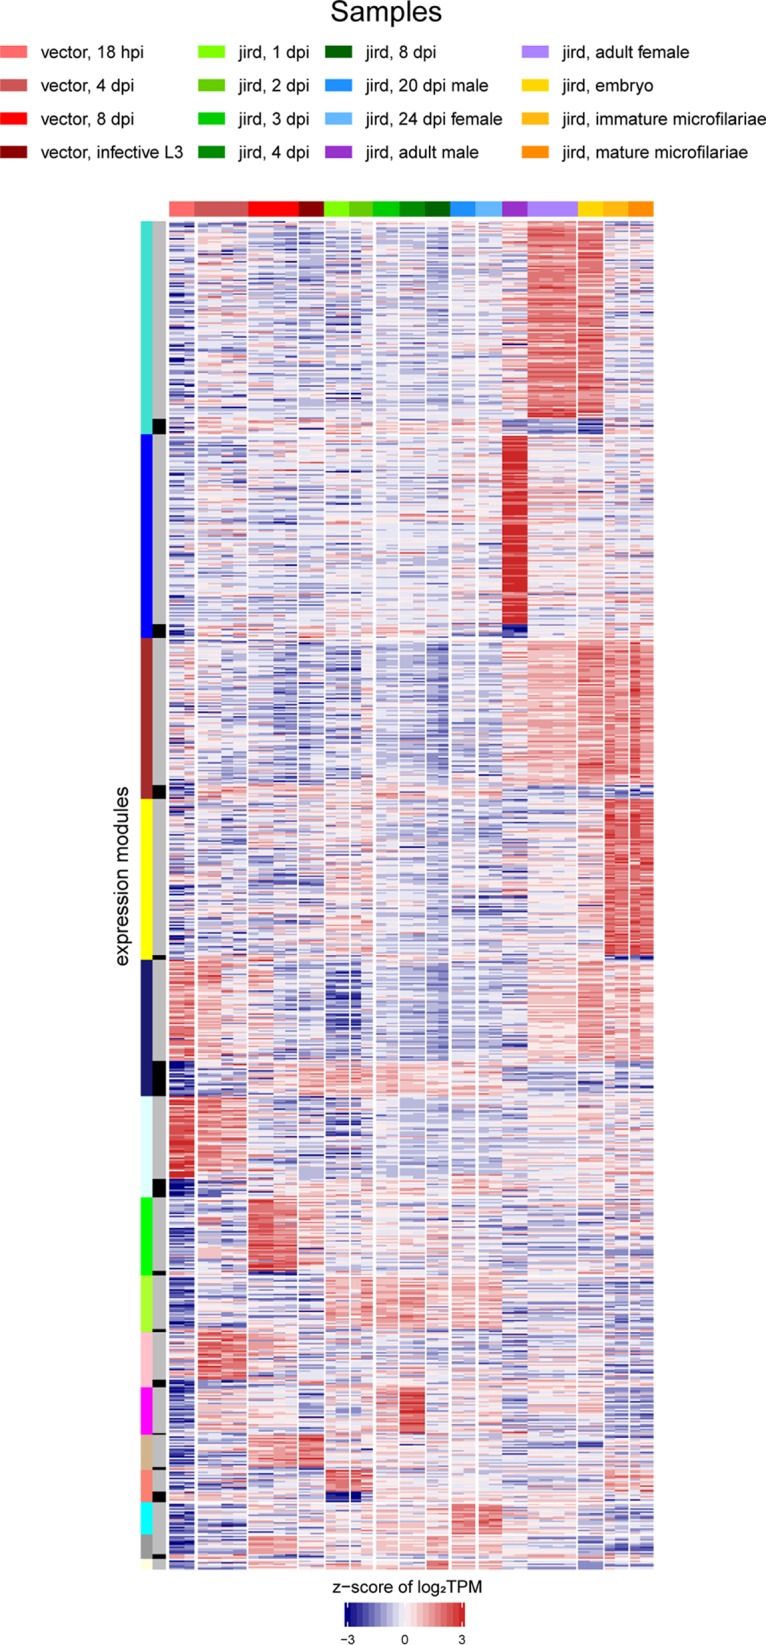
B. malayi WGCNA expression modules. The heatmap shows the z-score of the log_2_(TPM) values of the 10,297 differentially expressed B. malayi genes across the B. malayi life cycle. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the 15 different WGCNA expression modules generated using the 10,297 differentially expressed B. malayi genes. Within each individual expression module, there are two expression patterns that are the opposite of each other. The inner vertical colored bar indicates whether the gene clusters with the main (gray) or inverse (black) expression pattern of the module.

10.1128/mSystems.00596-19.1 FIG S1 Rarefaction curves for the B. malayi samples. (a) A rarefaction curve was generated by taking a subset of counts for each of the B. malayi samples and determining the number of protein-encoding genes able to be detected at each subset step. Each rarefaction curve is labeled by a color corresponding to a life stage sample and a shape corresponding to the library enrichment method. The circular/triangular points at the end of each curve represents the total number of protein-encoding genes detected with the full counts of the sample. Download FIG S1, TIF file, 10.8 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00596-19.2 FIG S2 Heatmap of the log_2_(TPM) of the differentially expressed B. malayi genes. The heatmap shows the log_2_(TPM) values of the 10,398 differentially expressed B. malayi genes across the B. malayi life cycle. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the 15 different WGCNA expression modules generated using the 10,398 differentially expressed B. malayi genes. Within each individual expression module, there are two expression patterns that are the opposite of each other. The inner vertical colored bar indicates whether the genes cluster with the main (gray) or inverse (black) expression pattern of the module. Download FIG S2, TIF file, 2 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**(i) Adult males.** The second largest expression module identified in B. malayi consists of 1,442 genes upregulated and 99 genes downregulated in adult male B. malayi worms (Fig. 3). 

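The contrast of adult males with all other stages called 1436 genes higher in males, with a median stage contrast of 5.72 and a median log2 ratio of mean CPM of 4.54. Over all 10353 genes tested, 1469 had more CPM in both adult male libraries than in each of the 36 others, where a random order of the libraries gives 0.142%. Without the requirement on stage means the count was 2322, the largest change among the alternatives. By the same criteria 422 genes were lower in males than in every other stage. WBGene00228164 was at 233 ± 33.7 CPM (SD, n = 2) in adult males and at 0.0138 ± 0.0337 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries, a log2 ratio of 14.04 and a stage contrast of 14.71 (SE 0.21, adjusted p = 2.44e-16). For WBGene00230281, the mean was 193 ± 20.0 CPM (SD, n = 2) in adult males against 0.0117 ± 0.0265 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries (log2 ratio 14.01, stage contrast 14.48, SE 0.24, adjusted p = 1.98e-15). With library type as a term in the model, neither gene passed the threshold. These genes had 17 and 15 counts in total over the 36 other libraries, which are of both kinds. The highest of those libraries was at 0.175 and 0.113 CPM. Adult males had no AgSS library, so the lost calls do not show that library type accounts for the difference.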

PapD-like major sperm proteins along with kinases and phosphatases were significantly overrepresented in genes upregulated in adult male B. malayi, as previously described (20). Between 30 and 40% of proteins with kinase and phosphatase domains were upregulated in males, likely indicative of male-specific signaling cascades in B. malayi. Adult male nematodes also upregulate an overabundance of proteins containing BTB/Kelch-associated domains. The Kelch repeats of these proteins have been found to form a β-propeller that interacts with actin and intermediate filaments for cytoskeletal rearrangement, while the BTB domains have been found to frequently interact with the Cul3 family of ubiquitin ligases (26).

**(ii) Adult females, embryos, and microfilariae.** There are five B. malayi expression modules containing genes differentially expressed in combinations of the adult female, embryo, and/or microfilaria life stages. 

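In adult females and embryos, 580 genes were higher than in all other stages and 241 were lower, and the median stage contrast of the higher genes was 2.84 (log2 ratio of mean CPM 2.36). WBGene00228911 went from 0.0865 ± 0.162 CPM (SD, n = 32 libraries of 28 RNAs) in the other libraries to 259 ± 39.8 CPM (SD, n = 6) in the adult female and embryo libraries, with a log2 ratio of 11.55 and a stage contrast of 13.68 (SE 0.15, adjusted p = 1.17e-19). WBGene00228800 was at 72.7 ± 11.4 CPM (SD, n = 6) in these stages and at 0.0178 ± 0.0619 CPM (SD, n = 32 libraries of 28 RNAs) in the other libraries, a log2 ratio of 11.99 and a stage contrast of 13.40 (SE 0.23, adjusted p = 2.25e-13). The calls of both genes were lost when library type entered the model as a term. Over the other libraries, which are of both kinds, these genes had 85 and 17 counts in total. The highest of those libraries was at 0.567 and 0.263 CPM, so the lost calls do not show that library type accounts for the difference.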

The largest coexpression module identified in our data set includes 1,493 upregulated and 119 downregulated genes in the gravid adult female and embryo B. malayi life stages (Fig. 3). Because the bodies of gravid adult females are filled with embryos, the transcriptional profile of adult female worms is likely dominated by the transcriptional profile of eggs and embryos. The upregulated genes were found to be significantly overrepresented in proteins associated with nuclear localization and DNA replication, including all six proteins of the minichromosome maintenance complex responsible for initiating DNA replication.

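A total of 157 genes were higher across adult females, embryos, immature microfilariae and mature microfilariae than in all other stages. The number rose to 256 with no minimum fold change. For WBGene00220360, the mean was 35.7 ± 36.1 CPM (SD, n = 10) inside the set against 0.183 ± 0.390 CPM (SD, n = 28 libraries of 24 RNAs) outside it (log2 ratio 7.61, stage contrast 9.56, SE 0.29, adjusted p = 1.14e-18). WBGene00233238 went from 0.00856 ± 0.0378 CPM (SD, n = 28 libraries of 24 RNAs) outside it to 9.74 ± 7.80 CPM (SD, n = 10) inside the set, with a log2 ratio of 10.15 and a stage contrast of 9.53 (SE 0.43, adjusted p = 4.34e-10). The second of these genes, WBGene00233238, lost its call with library type as a term. It had 10 counts in total over the libraries outside the set, which are of both kinds. The lost call therefore does not show that library type accounts for the difference.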

The third largest cluster contains 1,118 upregulated and 99 downregulated genes in adult females, embryos, and microfilariae (Fig. 3). The upregulated genes contained are overrepresented in genes with protein binding, zinc fingers, and armadillo-type domains and also transcriptional regulators. The overrepresentation in zinc fingers include PHD-type zinc fingers, which have been found to have roles in epigenetic modifications and chromatin remodeling (27). We also observed an overrepresentation in genes encoding proteins containing bromodomains, a protein fold known for binding to acetylated lysines on histones to facilitate chromatin remodeling.

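Immature and mature microfilariae together had 741 genes higher and 440 genes lower than every other stage. For 518 of all 10353 genes tested the 4 microfilaria libraries lay above the 34 others, against 0.00135% in a random order. WBGene00229641 was at 3384 ± 1583 CPM (SD, n = 4) in microfilariae and at 5.08 ± 18.7 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries, a log2 ratio of 9.38 and a stage contrast of 13.40 (SE 0.25, adjusted p = 2.68e-24). WBGene00220492 went from 8.99 ± 16.3 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries to 802 ± 149 CPM (SD, n = 4) in microfilariae, with a log2 ratio of 6.48 and a stage contrast of 10.73 (SE 0.17, adjusted p = 3.92e-25).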

The fourth largest cluster contains genes differentially regulated in only microfilariae, including 1,172 upregulated and 42 downregulated genes with no overrepresentation of functional terms (Fig. 3). 

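Between immature and mature microfilariae, with 2 libraries each, edgeR called 0 of 10353 genes at an adjusted p below 0.05, and 332 genes had an unadjusted p below 0.05. DESeq2 called 18 genes. Without the AgSS libraries of vector 4 and 8 dpi the count was 11. With replicate letter as a block in the fit of all stages the count was 0, and in a fit of the 4 microfilaria libraries only, chosen after their distances were seen, it was 20. Across genes, Pearson's r of log2 CPM between the libraries marked a of the immature and mature stages was 0.990, and between the libraries marked b 0.983. It was 0.981 between the immature libraries and 0.977 between the mature ones. For libraries that differ in both stage and letter, r was 0.982 for immature b with mature a and 0.976 for immature a with mature b. By this measure the pairing of the b libraries was slight. The paper concludes from the clustering of these samples that the transcriptomes of the microfilariae did not differ significantly.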

The hierarchical cluster analysis of the B. malayi samples shows the immature and mature microfilaria samples to be indistinguishable from one another (Fig. 2A), indicating that there is no significant difference in their transcriptomes. In the filarial nematode Onchocerca volvulus, the overrepresentation of G-protein-coupled receptors (GPCRs) in the microfilarial life stages is proposed to meet unique chemosensory requirements needed for the migration of the microfilariae to the bloodstream of their definitive host for uptake by a vector host (28). While not significantly overrepresented, 19 of the 80 (28.3%) B. malayi-encoded GPCRs are upregulated and in this module. Additionally, we see an overrepresentation of genes encoding proteins containing homeobox domains, a protein known to be involved in binding to DNA to facilitate eukaryotic development.

The fifth largest cluster included genes differentially regulated from the adult female through the L2 life stage with 768 upregulated and 265 downregulated genes (Fig. 3). 

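The contrast of adult females, embryos, microfilariae and vector 18 hpi and 4 dpi with the remaining stages called 82 genes higher and 380 lower. With no minimum fold change 165 genes were called higher, and 57 of the 82 were also called with library type as a term. Without the AgSS libraries of vector 4 dpi and 8 dpi, which leaves a single library per RNA, 71 were called, 59 of them among the 82. For WBGene00228872, the mean was 103 ± 256 CPM (SD, n = 16 libraries of 14 RNAs) in these stages against 0.357 ± 0.370 CPM (SD, n = 22 libraries of 20 RNAs) in the rest (log2 ratio 8.18, stage contrast 7.35, SE 0.22, adjusted p = 4.43e-20). WBGene00221999 was at 53.9 ± 23.9 CPM (SD, n = 16 libraries of 14 RNAs) in these stages and at 0.869 ± 0.590 CPM (SD, n = 22 libraries of 20 RNAs) in the rest, a log2 ratio of 5.96 and a stage contrast of 6.32 (SE 0.20, adjusted p = 5.41e-21).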

Of the identified overrepresented functional terms for upregulated genes, chromatin remodeling is a recurring theme, containing 21 of the 74 B. malayi-encoded superfamily 1 and 2 [SF1/2] helicases [29]. The upregulated genes were also enriched for RNA recognition motifs, nucleic acid binding, ATP binding, DEAD/DEAH helicase domains, RNA processing, and protein binding while the downregulated genes were enriched for electron carrier activity.

**(iii) Vector stages L1 and L2.** Of the four B. malayi vector stages, the L1 and L2 nematode samples taken at 18 hpi and 4 days postinfection (dpi) share similar expression profiles (Fig. 2) with a cluster of 621 genes that were upregulated and 146 genes that were downregulated (Fig. 3). 

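Larvae of vector 18 hpi and 4 dpi had 474 genes higher than all other stages and 774 lower, with a median stage contrast of 1.53 among the higher genes (log2 ratio of mean CPM 1.39). Vector 18 hpi had AgSS libraries only, while vector 4 and 8 dpi had both kinds, so library type can be estimated from those stages. With it as a term in the model 468 genes were called higher, 332 of them among the 474. With the AgSS libraries of vector 4 and 8 dpi left out the number was 410, of which 364 were shared. WBGene00268490 went from 1.61 ± 3.17 CPM (SD, n = 32 libraries of 30 RNAs) in the other libraries to 600.2 ± 834 CPM (SD, n = 6 libraries of 4 RNAs) in the L1 and L2 libraries, with a log2 ratio of 8.54 and a stage contrast of 10.66 (SE 0.33, adjusted p = 1.9e-19). For WBGene00269127, the mean was 104 ± 21.9 CPM (SD, n = 6 libraries of 4 RNAs) in the L1 and L2 libraries against 5.14 ± 10.3 CPM (SD, n = 32 libraries of 30 RNAs) in the other libraries (log2 ratio 4.33, stage contrast 9.81, SE 0.22, adjusted p = 1.43e-21).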

In the 621 upregulated genes, there is an overrepresentation of genes involved in protein production, cleavage, and degradation, suggesting a large turnover of proteins associated with the mammal to vector host transition. These include ribosomal components and proteins with translational roles, including translation initiation factors, and proteins with roles in tRNA aminoacylation and RNA binding. This cluster also includes the α/β proteasomal subunits, which function in peptide cleavage and protein degradation. This suggests that as nematodes transition from the mammal to the insect host, the dominant process becomes facilitating rapid protein turnover.

**(iv) Vector-derived L3.** There are two modules that represent genes upregulated later in B. malayi development in the vector host. The larger module contains 558 genes that are more highly upregulated in the 8-dpi samples (Fig. 3), while the smaller module contains 253 genes that are more highly upregulated in the infective L3 samples (Fig. 3). 

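At vector 8 dpi, 552 genes were higher than in every other stage, and 452 of them were also called with library type as a term. The 4 libraries of this stage come from 2 RNAs, and with only the poly(A)-selected library of each RNA kept at 4 and 8 dpi, 516 genes were higher, 420 of them among the 552. WBGene00227938 was at 1789 ± 702 CPM (SD, n = 4 libraries of 2 RNAs) at vector 8 dpi and at 2.92 ± 5.35 CPM (SD, n = 34 libraries of 32 RNAs) in the other libraries, a log2 ratio of 9.26 and a stage contrast of 12.03 (SE 0.32, adjusted p = 7.53e-21). For WBGene00268694, the mean was 119 ± 14.9 CPM (SD, n = 4 libraries of 2 RNAs) at vector 8 dpi against 0.516 ± 1.33 CPM (SD, n = 34 libraries of 32 RNAs) in the other libraries (log2 ratio 7.84, stage contrast 11.49, SE 0.20, adjusted p = 1.39e-21). Infective L3 had 536 genes higher, and 805 with no minimum fold change. WBGene00230721 went from 55.0 ± 179 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries to 1584 ± 116 CPM (SD, n = 2) in infective L3, with a log2 ratio of 4.85 and a stage contrast of 12.20 (SE 0.28, adjusted p = 2.55e-21). WBGene00249804 was at 57.7 ± 12.3 CPM (SD, n = 2) in infective L3 and at 0.316 ± 1.4 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries, a log2 ratio of 7.51 and a stage contrast of 12.53 (SE 0.80, adjusted p = 1.34e-07). DESeq2 did not call WBGene00249804. Among 80 random assignments of the libraries, 7 gave as many genes as infective L3 and 2 as many as vector 8 dpi, the real one included. With a single library per RNA, chosen after the data were seen, these were 3 and 5 of 80. A random group could hold libraries of a real stage, so these numbers do not measure chance alone. Of all 10353 genes tested, 441 had both infective L3 libraries above the 36 others, against 0.142% in a random order.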

The larger module is overrepresented by genes encoding proteins with roles in ion transport, malate metabolism, and proteolysis, while the smaller module is overrepresented with proteins in the neuropeptide signaling pathway. Combined, these two modules contain 15 of the 80 differentially expressed GPCRs, which could serve as chemokine receptors that direct fully developed L3 to the mosquito head in preparation for a blood meal. Additionally, the smaller module contains 7 of the 10 B. malayi abundant larval transcripts (ALTs), encoding a class of larva-specific proteins, whose expression levels peak at the infective L3 stage and drop upon entry into the definitive host. Although ALTs have unknown and likely varying functions, they are promising vaccine targets for filariasis because they are larva specific and highly expressed and have no mammalian homologs (30).

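The 14 libraries from 1 to 24 dpi of the gerbil had 225 genes higher than the adult, embryo, microfilaria and vector stages, and 63 lower. Of all 10353 genes tested, 154 had each of the 14 libraries above each of the 24 others, and a random order of the libraries gives 1.03e-08%. For WBGene00230257, the mean was 689.8 ± 335 CPM (SD, n = 14) from 1 to 24 dpi against 1.70 ± 2.98 CPM (SD, n = 24 libraries of 20 RNAs) in the 24 others (log2 ratio 8.67, stage contrast 10.63, SE 0.29, adjusted p = 3.79e-22). WBGene00221852 went from 0.743 ± 1.42 CPM (SD, n = 24 libraries of 20 RNAs) in the 24 others to 30.3 ± 28.6 CPM (SD, n = 14) from 1 to 24 dpi, with a log2 ratio of 5.35 and a stage contrast of 8.84 (SE 0.21, adjusted p = 8.33e-20).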

**(v) Rodent-derived L3 and L4 and early adults.** There are 403 B. malayi genes upregulated 1, 2, 3, 4, 8, 20, and 24 days after infection of the gerbil, which represent a wide diversity of life stages and molts, including the L3, L4, and sexually immature adult life stages (Fig. 3). The only overrepresented functional terms identified describe membrane proteins and proteins with thioredoxin domains. 

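At 1 and 2 dpi of the gerbil, 236 genes were higher and 429 were lower than in every other stage. With no minimum fold change, 374 were higher. WBGene00229086 was at 159.9 ± 108 CPM (SD, n = 4) at 1 and 2 dpi and at 1.74 ± 6.75 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries, a log2 ratio of 6.52 and a stage contrast of 12.55 (SE 0.38, adjusted p = 6.94e-16). For gene11451, the mean was 6.97 ± 1.69 CPM (SD, n = 4) at 1 and 2 dpi against 0.265 ± 0.817 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries (log2 ratio 4.71, stage contrast 9.41, SE 0.42, adjusted p = 1.5e-08). Both genes lost their call with library type as a term, and gene11451 also with DESeq2. Identifier gene11451 belongs to 12 rows whose identifiers have another form than the rest, and these rows took at most 0.0014% of the counts of AgSS libraries against 0.106% to 1.27% in poly(A)-selected ones.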

A module was also recovered containing 168 upregulated and 84 downregulated genes at only 1 and 2 days after infection of the gerbil host (Fig. 3), indicative of the transcriptional alterations during the transition to the vertebrate host, with the upregulated genes being overrepresented with proteins involved with translation.

At 4 days after infection of the gerbil, the cuticle surrounding the head thickens in anticipation of the L3-to-L4 molt at 8 dpi (21). 

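At 4 dpi of the gerbil, 548 genes were higher than in all other stages, with a median stage contrast of 2.98 and a median log2 ratio of mean CPM of 2.19. WBGene00226382 went from 5.91 ± 23.5 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries to 659 ± 65.0 CPM (SD, n = 2) at 4 dpi of the gerbil, with a log2 ratio of 6.80 and a stage contrast of 11.43 (SE 0.42, adjusted p = 9.76e-18). WBGene00230410 was at 737 ± 81.1 CPM (SD, n = 2) at 4 dpi of the gerbil and at 26.6 ± 43.5 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries, a log2 ratio of 4.79 and a stage contrast of 11.34 (SE 0.47, adjusted p = 7.46e-16).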

There is a module containing 411 genes upregulated at 4 dpi (Fig. 3) that is overrepresented in collagen triple helix repeats, nematode cuticle collagens, calycins, PAN/Apple domains, and zona pellucida domains. The third B. malayi molt occurs 8 days after infection of the gerbil with the secretion of a new collagenous cuticle (21). The smallest WGCNA module contains 74 genes upregulated at 8 dpi (Fig. 3) and has an overrepresentation of structural constituents of the nematode cuticle and collagen triple helix repeats.

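By the contrast used here, 362 genes were higher at 8 dpi of the gerbil than in every other stage and 42 were lower. Among the random assignments of libraries to 2 and 36, 10 of 80 gave as many higher genes, but a random pair could hold libraries of another real stage. Of all 10353 genes tested, 260 had both 8-dpi libraries above the 36 others, against 0.142% in a random order. For WBGene00230636, the mean was 267 ± 95.8 CPM (SD, n = 2) at 8 dpi of the gerbil against 0.776 ± 2.18 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries (log2 ratio 8.43, stage contrast 10.13, SE 0.28, adjusted p = 8.03e-21). WBGene00230637 went from 0.129 ± 0.169 CPM (SD, n = 36 libraries of 32 RNAs) in the other libraries to 72.7 ± 42.2 CPM (SD, n = 2) at 8 dpi of the gerbil, with a log2 ratio of 9.14 and a stage contrast of 10.10 (SE 0.30, adjusted p = 1.09e-19).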

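The 4 libraries of 20-dpi males and 24-dpi females had 197 genes higher than all other stages and 159 lower. WBGene00230349 was at 65.0 ± 57.3 CPM (SD, n = 4) in the early adults and at 0.656 ± 0.936 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries, a log2 ratio of 6.63 and a stage contrast of 8.16 (SE 0.21, adjusted p = 3.53e-20). WBGene00228131 went from 20.2 ± 40.0 CPM (SD, n = 34 libraries of 30 RNAs) in the other libraries to 264 ± 59.6 CPM (SD, n = 4) in the early adults, with a log2 ratio of 3.71 and a stage contrast of 6.35 (SE 0.22, adjusted p = 5.16e-19).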

Once L4 larvae have matured to early adults, at 20 dpi for the males and 24 dpi for the females, 238 genes are upregulated (Fig. 3) with an overrepresentation in transthyretin-like proteins that localize to extracellular space. 

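Compared directly, 312 genes differed between 24-dpi females and 20-dpi males, 124 higher and 188 lower in females. Without the library of 20-dpi males marked a the count was 203. For WBGene00226382, the mean was 86.1 ± 72.8 CPM (SD, n = 2) in 24-dpi females against 0.671 ± 0.270 CPM (SD, n = 2) in 20-dpi males (log2 fold change 7.00, SE 1.08, adjusted p = 0.00011). No counts were found in 24-dpi females for WBGene00233327, at 1.83 ± 1.20 CPM (SD, n = 2) in 20-dpi males, or for WBGene00268249, at 0.785 ± 0.152 CPM (SD, n = 2). At a floor of 3 counts over the group these were at least 41.2-fold and at least 17.6-fold lower.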

No expression modules differentiating the 20-dpi male and 24-dpi female samples were recovered, despite the development of gonads.

### *w*Bm transcriptome.

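The wBm counts cover 839 protein-coding genes in 35 libraries of 15 stages. Vector stages had 2 AgSS libraries each, adult females had 4 depletion and 2 AgSS libraries, 24-dpi females had 2 depletion libraries and 1 AgSS library, and the other stages had 2 depletion libraries each. The 3 AgSS libraries of the gerbil come from RNAs that also have a depletion library, so the 35 libraries come from 32 RNAs, and the fits treated libraries of the same RNA as separate. The 20-dpi male libraries are both marked a in the sample labels, so they were left out wherever the letter was used as a block. The same edgeR steps as for B. malayi were used, and 659 genes passed the filter, whose minimum is set by the smallest library of 14551 counts.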

The *w*Bm transcriptome was assessed for all the same time points as B. malayi with the exception of the infective L3 life stage. 

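The authors mapped reads to the wBm genome with Bowtie and counted fragments per gene with FADU, which divides a fragment over the features it overlaps, so the counts carry decimals and were rounded before the tests. The counts are not normalized, and a separate TPM table holds 32 of the 35 libraries, all but the 3 AgSS libraries of the gerbil. Identifiers in the table have the form of gene418 and are not paired there with locus tags or names. All AgSS libraries of the vector lack a depletion library of the same RNA, while the 3 AgSS libraries of the gerbil have one each.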

For each of the *w*Bm samples, sequencing libraries were prepared from rRNA- and poly(A)-depleted RNA with the exception of the samples originating from the vector host, two adult female samples, and a 24-dpi female sample, which were prepared using Agilent SureSelect transcriptome captures. 

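Depletion libraries had 669 to 824 wBm genes with counts and AgSS libraries 691 to 785. At 50% of the depth, depletion libraries kept 92.3% to 98.8% of these genes and AgSS libraries 97.9% to 99.9%. The stages with the fewest genes were vector 4 dpi, with 701 ± 1.41 genes (SD, n = 2) by AgSS, embryos, with 704 ± 12.0 (SD, n = 2) by depletion, vector 18 hpi, with 706 ± 21.2 (SD, n = 2) by AgSS, and adult females, with 706 ± 32.0 (SD, n = 4) by depletion. The median number of genes per library was 782, or 730 where a gene needed 5 counts.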

Rarefaction curves for our *w*Bm data set show that all *w*Bm samples are at or near saturation (Fig. S3). 

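Across the 15 stages 332 of the 659 genes tested were differentially expressed. The count moved most when the vector 18-hpi library marked b was left out, which gave 504 genes. Without the one marked a it was 444, and the other libraries left out in turn gave 295 to 342. DESeq2 gave 426, the fit with library type as a term 296, and the fit with the replicate letter as a block and without the 20-dpi male libraries 278.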

Of the 839 annotated *w*Bm protein-encoding genes, 318 (37.9%) were identified to be differentially expressed in at least one B. malayi life stage. 

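On the z-scores of log2(TPM + 1) of the 332 genes, the first 2 components held 26.9% and 17.3% of the variance over 32 libraries. The nearest library was of the same stage for 15 of the 32 libraries, and for 13 to 16 with single libraries left out. A complete-linkage tree cut into 4 groups held the 2 libraries of vector 18 hpi, the 4 libraries of vector 4 and 8 dpi, a group of 14 with microfilariae and 1 to 8 dpi of the gerbil, and a group of 12 with embryos, 20- and 24-dpi worms and adults.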

Despite some prior studies observing strong shifts in *Wolbachia* gene regulation between life stages, our hierarchical analysis and PCA using differentially expressed genes reveal poorly defined clusters (Fig. 4 and Fig. S4) with weak effects.

**FIG 4:**
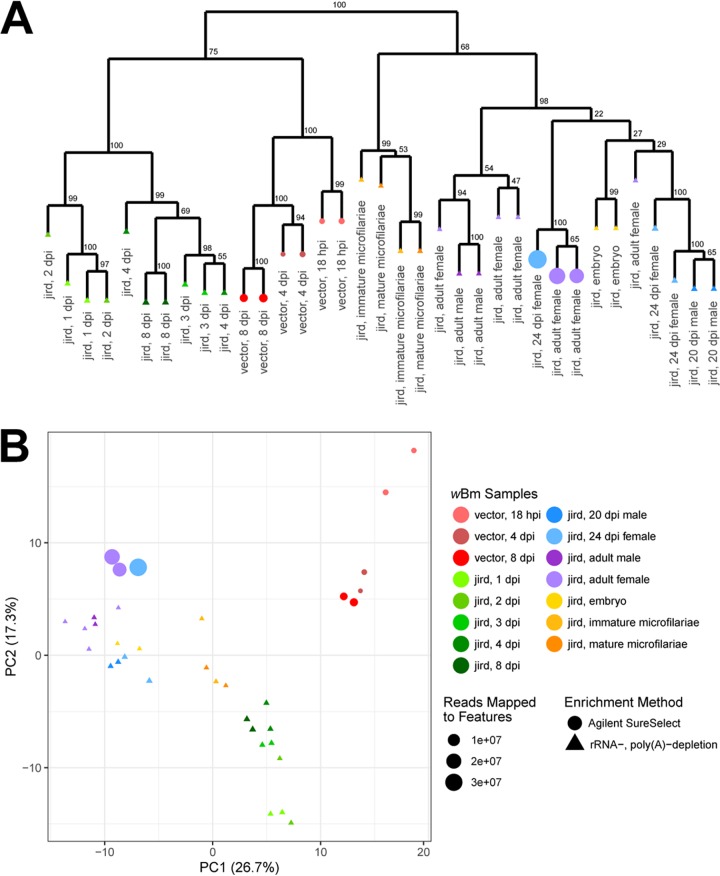
Hierarchical clustering and PCA of the differentially expressed *w*Bm genes. (A) For each sample, the z-scores of the log_2_(TPM) values of the 318 differentially expressed *w*Bm genes were used to hierarchically cluster the *w*Bm samples using 100 bootstraps with support values indicated at each node. Samples represented by triangles were prepared using an rRNA and poly(A) depletion, while samples represented by circles were prepared using a *w*Bm-specific AgSS capture performed on total RNA. (B) A PCA was performed using the z-score of the log_2_(TPM) values of the 318 differentially expressed *w*Bm genes. The first and second principal components are plotted on the *x* and *y* axes, respectively. The variation represented by each of the principal components is indicated in parentheses next to the axis titles. Points are sized relative to the number of reads mapping to genes for each sample.

10.1128/mSystems.00596-19.3 FIG S3 Rarefaction curves for the *w*Bm samples. (a) A rarefaction curve was generated by taking a subset of counts for each of the *w*Bm samples and determining the number of protein-encoding genes able to be detected at each subset step. Each rarefaction curve is labeled by a color corresponding to a life stage sample and a shape corresponding to the library enrichment method. The circular/triangular points at the end of each curve represents the total number of protein-encoding genes detected with the full counts of the sample. Download FIG S3, TIF file, 1.3 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00596-19.4 FIG S4 Heatmap of the log_2_(TPM) of the differentially expressed *w*Bm genes. The heatmap shows the log_2_(TPM) values of the 336 differentially expressed *w*Bm genes across the B. malayi life cycle. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the nine different WGCNA expression modules generated using the 336 differentially expressed B. malayi genes. Within each individual expression module, there are two expression patterns that are the opposite of each other. The inner vertical colored bar indicates whether the genes cluster with the main (gray) or inverse (black) expression pattern of the module. Download FIG S4, TIF file, 1.1 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Using WGCNA, the 318 differentially expressed genes were clustered into 45 expression modules, with only 8 modules having ≥10 genes. The largest *w*Bm expression module contains 47 upregulated and 4 downregulated genes differentially expressed in vector samples (Fig. 5A), with no significantly overrepresented functional terms. Additionally, another cluster containing 13 genes upregulated in specifically the vector life stages (Fig. 5A) is enriched for the transcription factors containing GTP-binding domains.

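By the contrast of vector stages with all other stages, 20 wBm genes were higher and 34 lower, with a median stage contrast of 1.36 among the higher genes (log2 ratio of mean CPM 1.25). All vector libraries are AgSS, and 10 of the genes tested had no counts in any AgSS library. Genes lost by the capture can therefore count as lower in the vector, and the 34 were not checked for library type. With no minimum fold change the higher genes numbered 44, and 3 of the 20 were also called with library type as a term. gene332 was at 1506 ± 600 CPM (SD, n = 6) in the vector and at 402 ± 201 CPM (SD, n = 29 libraries of 26 RNAs) in the other libraries, a log2 ratio of 1.91 and a stage contrast of 1.98 (SE 0.18, adjusted p = 8.47e-09). gene418 went from 128 ± 101 CPM (SD, n = 29 libraries of 26 RNAs) in the other libraries to 496 ± 143 CPM (SD, n = 6) in the vector, with a log2 ratio of 1.95 and a stage contrast of 2.77 (SE 0.39, adjusted p = 4.43e-06). The call of gene418 was lost with library type as a term, in the same direction.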

**FIG 5:**
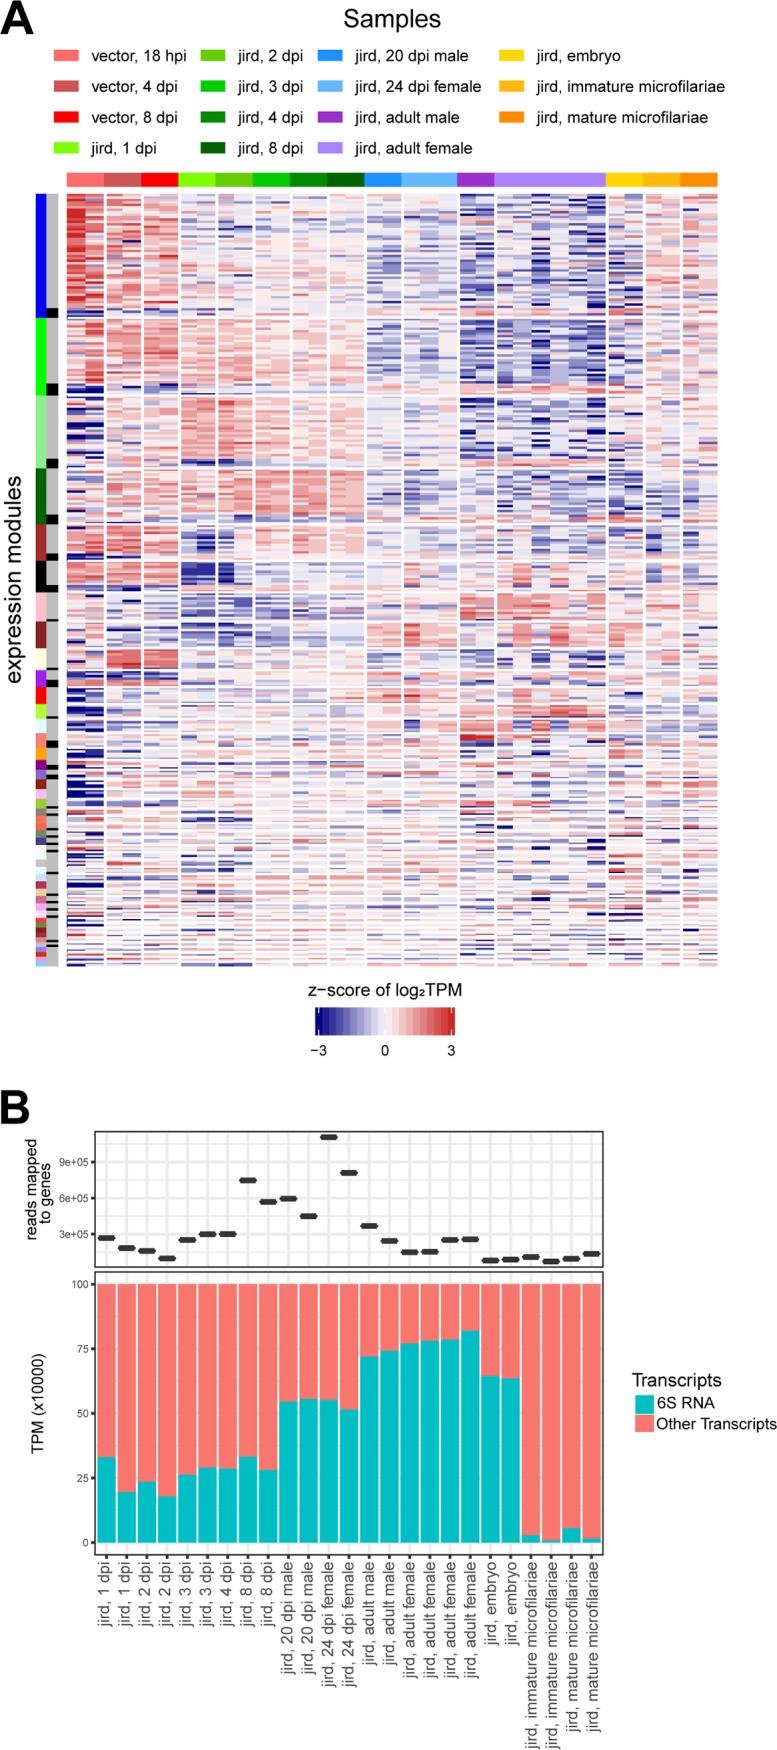
*w*Bm WGCNA expression modules and 6S RNA expression. (A) The heatmap shows the z-score of the log_2_(TPM) values of the 318 differentially expressed *w*Bm genes across the B. malayi life cycle. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the six different WGCNA expression modules generated using the differentially expressed *w*Bm genes. The inner vertical colored bar indicates whether the genes cluster with the main (gray) or inverse (black) expression pattern of the module. (B) The upper plot indicates the number of reads mapped to genes in each of the samples. The bottom plot indicates the TPM value of the 6S RNA compared with that of all other transcripts for all poly(A)-selected samples. The Agilent SureSelect samples are excluded from the plot because there were no probes designed to capture the non-protein-encoding RNAs, such as the 6S RNA. Additionally, one replicate of 4 dpi underwent column purification, leading to the loss of small RNAs, and is not shown.

The second largest cluster contains 27 upregulated and 5 downregulated genes in the vector and early gerbil samples (Fig. 5A), with the upregulated genes being enriched for translation and structural constituents of the ribosome. 

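Taking 1, 2, 3, 4 and 8 dpi as the early gerbil stages, 5 genes were higher in these and the vector stages than in all others, and 9 were lower. For 0 of the 659 genes did every library inside the set lie above every library outside it, where a random order gives 2.46e-08%, and edgeR's test of the contrast gave 311 genes at an unadjusted p below 0.05 in either direction. A fit with the replicate letter as a block and without the 20-dpi male libraries called 8 genes. No gene of this set is named, because none met the criterion of libraries that do not overlap.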

A cluster containing 12 genes upregulated in the vector stages and the jird 3-, 4-, and 8-dpi samples (Fig. 5A) is enriched for genes with roles in metabolic processes. 

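Only 2 genes were called higher in the vector stages and at 3, 4 and 8 dpi of the gerbil. gene652 went from 1619 ± 421 CPM (SD, n = 23 libraries of 20 RNAs) outside it to 3681 ± 1076 CPM (SD, n = 12) inside this set, with a log2 ratio of 1.19 and a stage contrast of 1.21 (SE 0.12, adjusted p = 8.61e-08). The count rose to 15 without the requirement on stage means, and 1 of the 2 genes was also called with library type as a term.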

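At vector 4 and 8 dpi, 10 wBm genes were higher than in every other stage, and 24 with no minimum fold change. With library type as a term 3 of the 10 were also called. For gene414, the mean was 2099 ± 210.2 CPM (SD, n = 4) at vector 4 and 8 dpi against 713 ± 366 CPM (SD, n = 31 libraries of 28 RNAs) in the other libraries (log2 ratio 1.56, stage contrast 1.79, SE 0.27, adjusted p = 5.52e-05). gene49 was at 1533 ± 325 CPM (SD, n = 4) at vector 4 and 8 dpi and at 536 ± 202 CPM (SD, n = 31 libraries of 28 RNAs) in the other libraries, a log2 ratio of 1.52 and a stage contrast of 1.60 (SE 0.19, adjusted p = 3.45e-06). With library type as a term gene414 lost its call, in the same direction.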

While we see no further enriched functional terms in our larger *w*Bm expression modules, we do observe an enrichment of translational proteins in 8 genes upregulated specifically in the 4-dpi and 8-dpi vector stages (Fig. 5A). Similarly, we observe an enrichment of proteins with roles in unfolded protein binding and protein folding in 5 genes upregulated in the adult male and female samples (Fig. 5A). This is different than the prior observation of an overrepresentation of chaperones in only adult female B. malayi (19). 

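In adult males and females 29 genes were higher and 8 lower than in all other stages, and 23 of the 29 were also called with library type as a term. Without the AgSS libraries of the gerbil 32 were higher, 27 of them among the 29. gene495 went from 1429 ± 923 CPM (SD, n = 27 libraries of 26 RNAs) in the other libraries to 4544 ± 1060 CPM (SD, n = 8 libraries of 6 RNAs) in adults, with a log2 ratio of 1.67 and a stage contrast of 2.18 (SE 0.13, adjusted p = 2.36e-12). For gene620, the mean was 25534 ± 6249 CPM (SD, n = 8 libraries of 6 RNAs) in adults against 7993 ± 3493 CPM (SD, n = 27 libraries of 26 RNAs) in the other libraries (log2 ratio 1.68, stage contrast 1.80, SE 0.13, adjusted p = 1.96e-11).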

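The depletion libraries of adult males (n = 2) and adult females (n = 4) were compared in a fit of the depletion libraries, in which 8 of 645 genes differed, 4 in each direction. DESeq2 called 24 genes, edgeR 12 with the replicate letter as a block, and 22 without the adult female library marked b. Gene gene58 was at 238 ± 166 CPM (SD, n = 4) in females and had no counts in males, at least 9.02-fold higher in females at a floor of 3 counts over the group. gene30 was at 1793 ± 554 CPM (SD, n = 4) in females and at 408 ± 37.4 CPM (SD, n = 2) in males, a log2 fold change of 2.12 (SE 0.42, adjusted p = 0.00294). gene96 went from 5094 ± 134 CPM (SD, n = 2) in males to 2046 ± 501 CPM (SD, n = 4) in females, with a log2 fold change of -1.31 (SE 0.24, adjusted p = 0.0017). For gene261, the mean was 545 ± 264 CPM (SD, n = 4) in females against 1752 ± 245 CPM (SD, n = 2) in males (log2 fold change -1.62, SE 0.37, adjusted p = 0.00819). The calls of gene58, gene30 and gene261 each depended on single libraries, and gene261 was not called with the block.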

Despite the physiological differences between adult male and female worms, there is little discernible difference in the *w*Bm transcriptomes of males and females in the hierarchical clustering or PCA patterns in our analysis (Fig. 4).

### 6S RNA.

This analysis of global gene regulation was conducted on only coding sequences (CDSs), precluding observation of differentially expressed noncoding RNAs, like the 6S RNA. However, across the life stages there is a strong difference in expression of the 6S RNA, a noncoding RNA whose expression correlates with bacterial replication rates (31, 32). In *w*Bm, the expression of the 6S RNA appears to correlate with *Wolbachia* titer (33, 34), with the expression of the 6S RNA increasing as B. malayi matures from the L3 to the adult and embryo life stages and dropping precipitously upon the embryo maturing to microfilaria (Fig. 5B).

### A. aegypti transcriptome.

The transcriptomes of A. aegypti 18 h, 4 days, and 8 days after B. malayi infection were compared to the transcriptomes from time-matched controls that were fed uninfected dog blood. 

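The A. aegypti table gives read counts per gene in 12 poly(A)-selected libraries of mosquito thoraces, 2 for each of 18 h, 4 days and 8 days after infected or uninfected blood. The authors mapped reads to AaegL3.3 with TopHat and counted them over exons with HTSeq in union mode, without normalization. Totals per library ran from 22034140 to 57064826, with a median of 29463877 in blood-fed controls and 27857029 in infected mosquitoes. Control libraries are marked b and c in the table but a and b in the sample labels, and infected libraries a and b in both. The paper's methods state that infected mosquitoes fed on cat blood, diluted with dog blood where needed, so the blood meal differed along with infection. The edgeR steps were those used for the worm, and 13117 genes were tested.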

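Of the 13117 genes tested, 6736 differed between the 6 conditions. DESeq2 gave 8218, the largest number among the alternatives, and single libraries left out gave 4691 to 7206. In simulated data with 200 genes changed by 2 on the log2 scale, this test recovered 41.4% of the changed genes scored, and the comparison of infected with control mosquitoes at 4 days recovered 20.6%. All simulated genes shared the same dispersion, so these shares are not the power of the tests on the real data.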

Of the 17,313 protein-encoding genes annotated in A. aegypti, 6,615 (38.2%) were found to be differentially expressed under at least one of the six conditions. 

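For the 6736 genes the first 2 components of the z-scores of log2(TPM + 1) held 43.3% and 26.0% of the variance over 12 libraries. Complete-linkage clustering cut into 2 groups put 10 of the 12 libraries with others of their kind, infected or control. Cut into 4 groups, the 6 infected libraries stayed together and the controls fell into the 2 libraries of 18 hpbf, a group of 3, and the 4-dpbf library marked c alone. The nearest library belonged to the same condition for 10 of 12, the exceptions being the 4-dpbf library marked b and the 8-dpbf library marked c, each nearest to the other.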

Hierarchical clustering and PCA show distinct clustering of infected and control samples (Fig. 6). 

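A. aegypti libraries had 12688 to 13814 genes with counts and kept 97.4% to 99.2% of them at 50% of the depth. With a minimum of 5 counts the median number of genes per library was 12311.5 in place of 13133.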

A rarefaction curve indicates that we sequenced all A. aegypti samples sufficiently to accurately represent their respective transcriptomes (Fig. S5). The 6,615 differentially expressed genes were clustered into eight expression modules using WGCNA (Fig. 7 and Fig. S6).

**FIG 6:**
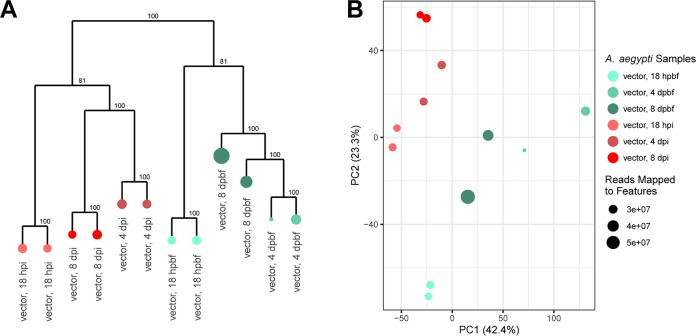
Hierarchical clustering and PCA of the differentially expressed A. aegypti genes. (A) A hierarchical clustering analysis of the z-score of the log_2_(TPM) values of the 6,615 differentially expressed A. aegypti genes was used to cluster the A. aegypti samples. Post-blood-feeding controls (hpbf and dpbf) were obtained and used as a control for the postinfection samples at the same time interval (hpi and dpi). Support values were calculated using 100 bootstraps and are indicated adjacent to the nodes. (B) A PCA was performed using the z-score of the log_2_(TPM) values of the 6,615 differentially expressed A. aegypti genes with the variation indicated in parentheses next to the axis titles. Points are sized relative to the number of reads mapping to genes for each sample.

**FIG 7:**
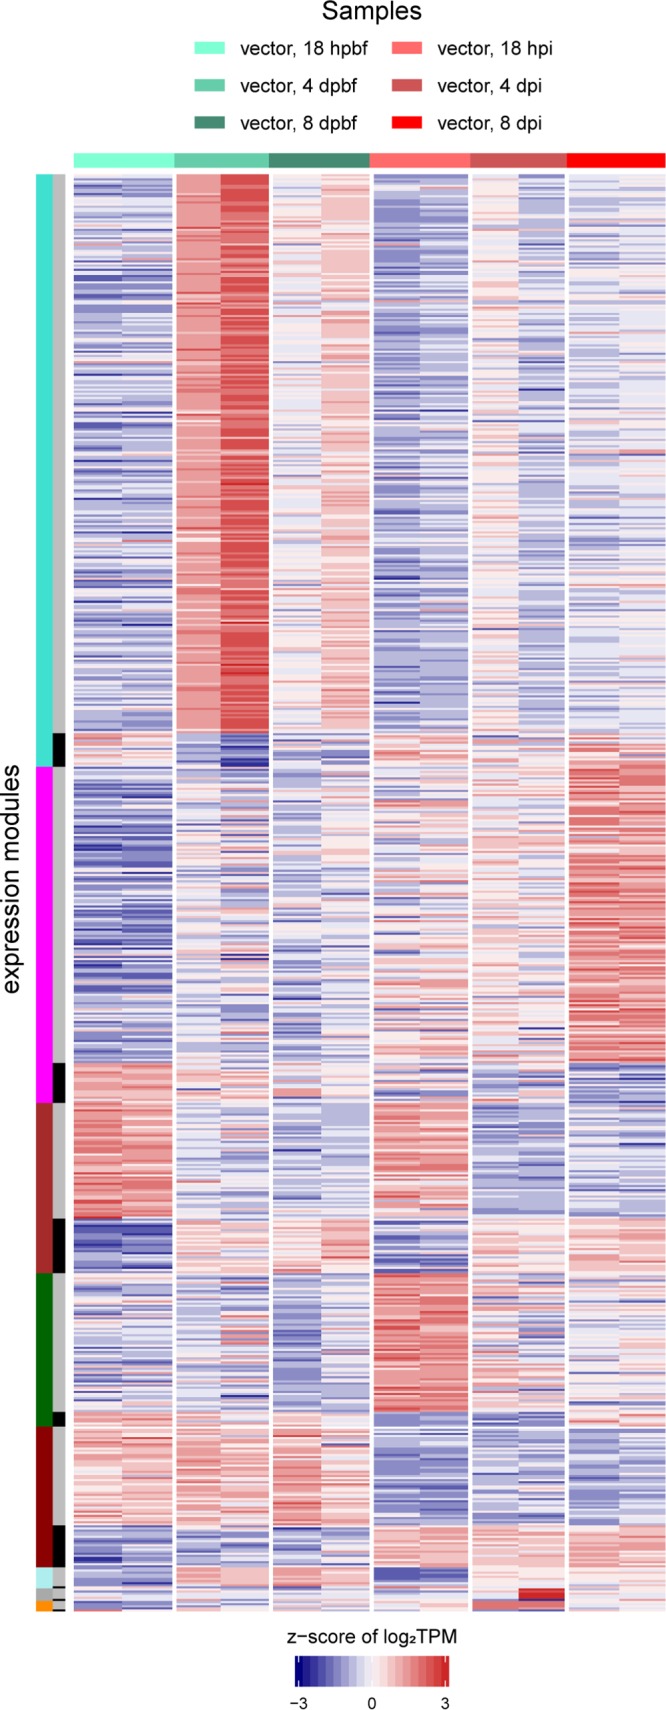
A. aegypti WGCNA expression modules. The heatmap shows the z-score of the log_2_(TPM) values of the 6,615 differentially expressed A. aegypti genes. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the nine different WGCNA expression modules. The inner vertical colored bar indicates whether the genes cluster with the main (gray) or inverse (black) expression pattern of the module.

10.1128/mSystems.00596-19.5 FIG S5 Rarefaction curve of the A. aegypti samples. A rarefaction curve was generated by taking a subset of counts for each of the *A. aegypti* samples and determining the number of protein-encoding genes able to be detected at each subset step. Each rarefaction curve is labeled by a color corresponding to a life stage. The circular points at the end of each curve represents the total number of protein-encoding genes detected with the full counts of the sample. Download FIG S5, TIF file, 0.8 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00596-19.6 FIG S6 Heatmap of the log_2_(TPM) of the differentially expressed A. aegypti genes. The heatmap shows the log_2_(TPM) values of the 6,653 differentially expressed A. aegypti genes from 18-hpi, 4-dpi, and 8-dpi samples along with their post-blood-feeding control counterparts. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The leftmost vertical color bar on the left of the heatmap represents the nine different WGCNA expression modules generated using the 10,398 differentially expressed B. malayi genes. Within each individual expression module, there are two expression patterns that are the opposite of each other The inner vertical colored bar indicates whether the genes cluster with the main (gray) or inverse (black) expression pattern of the module. Download FIG S6, TIF file, 3.5 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Some clusters likely represent differential gene expression relevant to blood feeding. For instance, the third largest WGCNA cluster contains 780 A. aegypti genes upregulated at 18 h in both the infected and control mosquitoes (Fig. 7). 

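The 4 libraries taken at 18 h, infected and control, had 761 genes higher and 658 lower than the 4- and 8-day libraries. With no minimum fold change, 1264 genes were higher. AAEL006138 was at 59025 ± 30010 CPM (SD, n = 4) at 18 h and at 4.78 ± 5.78 CPM (SD, n = 8) later, a log2 ratio of 13.59 and a stage contrast of 14.21 (SE 0.42, adjusted p = 1.12e-07). AAEL006126 went from 3.25 ± 2.91 CPM (SD, n = 8) later to 33542 ± 14550 CPM (SD, n = 4) at 18 h, with a log2 ratio of 13.33 and a stage contrast of 13.60 (SE 0.29, adjusted p = 1.7e-08).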

Overrepresented functional terms identified in this module include vitellinogens, a family of secreted proteins with an important role in yolk formation (35); insect allergen proteins, a protein family found to be widespread in insects with roles in nutrient uptake and detoxification (36); and lipid transport proteins. Previous studies have shown the upregulation of genes encoding vitellogenin and insect allergen proteins to be a typical postfeeding response in mosquitoes (37, 38).

**(i) Eighteen hours postfeeding.** By 18 hpi, microfilariae ingested from an infected mammal have invaded the mosquito thoracic muscles and have begun to shorten to a distinct morphological form, commonly referred to as the L1 or sausage stage. 

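At 18 hpi 978 genes were higher than in each of the other conditions, and of all 13117 genes tested 1314 were higher in both 18-hpi libraries than in all 10 others, where a random order gives 1.52%. For AAEL002889, the mean was 37.1 ± 51.7 CPM (SD, n = 2) at 18 hpi against 0.0272 ± 0.0588 CPM (SD, n = 10) in the other libraries (log2 ratio 10.41, stage contrast 11.56, SE 1.53, adjusted p = 0.00279). The 18-hpi libraries of AAEL002889 differed widely from each other, the lower at 0.536 CPM. Compared with 18 hpbf alone, 2703 genes differed at 18 hpi, 1482 higher and 1221 lower, and this count fell to between 830 and 1135 with any of the 4 libraries of 18 h left out. With no counts at 18 hpbf, AAEL010350 stood at 5.15 ± 1.04 CPM (SD, n = 2) and AAEL015390 stood at 3.54 ± 0.241 CPM (SD, n = 2) at 18 hpi, at least 93.7-fold and at least 64.2-fold higher at a floor of 3 counts over the group. With no counts at 18 hpi, AAEL001973 stood at 6.26 ± 1.52 CPM (SD, n = 2) and AAEL005855 stood at 2.68 ± 3.3 CPM (SD, n = 2) at 18 hpbf, at least 113-fold and at least 48.6-fold lower in infected mosquitoes. The call of AAEL005855 was lost in 3 of the fits with a library left out.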

There are 633 A. aegypti genes upregulated at this time point in only the infected mosquitoes (Fig. 7). The most significantly overrepresented functional terms involve proteins with oxidoreductase activity, roles in signal recognition particle-dependent protein targeting to the membrane, ATP synthesis-coupled proton transport, and the tricarboxylic acid cycle. Additionally, we observe an overrepresentation in structural constituents of the ribosome, specifically those associated with mitochondrial, rather than cytosolic, translation. Confirming previous observations, this enrichment of proton transport and ATP synthase activity at 18 hpi is an indicator of metabolic disturbance in an early response to B. malayi infection (22).

**(ii) Four days postinfection.** The 4-dpi samples mark the L1-to-L2 molt of B. malayi in the thoracic muscle. 

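Among the 6 conditions, 4 dpbf had 2201 genes higher than each of the others, with a median stage contrast of 1.89 (log2 ratio of mean CPM 1.72). The count was 405 without the 4-dpbf library marked c and 2478 without the one marked b. AAEL014126 was at 22.7 ± 10.5 CPM (SD, n = 2) at 4 dpbf and at 1.07 ± 1.77 CPM (SD, n = 10) in the other libraries, a log2 ratio of 4.40 and a stage contrast of 7.46 (SE 1.37, adjusted p = 0.00526). AAEL006114 had 0.604 ± 0.211 CPM (SD, n = 2) at 4 dpbf and no counts in the 10 other libraries, at least 63.5-fold higher at a floor of 3 counts over the group, and was not called by DESeq2.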

The largest A. aegypti expression module generated contains 2,574 genes upregulated specifically in the blood-fed control samples (Fig. 7). Overrepresented proteins in this cluster include helicases, zinc fingers, and proteins with bromodomain folds. Additionally, the cluster is overrepresented in kinases, phosphatases, and other proteins with roles in intracellular signal transduction. These transcriptional changes and triggered signal pathways are absent in nematode-infected mosquitoes, indicating that the continued development of B. malayi in the mosquito is interfering with normal metabolic activity. 

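Infected mosquitoes at 4 dpi differed from 4 dpbf in 3054 genes, 1690 higher and 1364 lower. The count was 852 without the 4-dpbf library marked c and 865 without the 4-dpi library marked b. Of the genes higher at 4 dpbf only, 837 were called lower at 4 dpi than at 4 dpbf in the direct comparison, a direction set by how the genes were chosen. Relative to the mean of the 18-hpi libraries, the median log2 change of these genes was 1.09 in 4-dpi library a and 0 in library b, and 1192 and 187 of them were at least 2-fold higher. In controls the median change from 18 hpbf to 4 dpbf was 1.99. AAEL001973, at 6.35 ± 1.55 CPM (SD, n = 2), and AAEL005297, at 3.71 ± 1.43 CPM (SD, n = 2), had no counts at 4 dpi, at least 121-fold and at least 70.4-fold lower at a floor of 3 counts over the group. AAEL013623 went from 0.0775 ± 0.0386 CPM (SD, n = 2) at 4 dpbf to 59.1 ± 83.5 CPM (SD, n = 2) at 4 dpi, with a log2 fold change of 9.56 (SE 2.98, adjusted p = 0.0474). Its log2 fold change ran from 0.67 to 10.56 with single libraries left out, and 9 of those 12 fits did not call it. From the absence of these changes the paper concludes that developing B. malayi interfere with the metabolism of the mosquito.

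**Figure D1:**
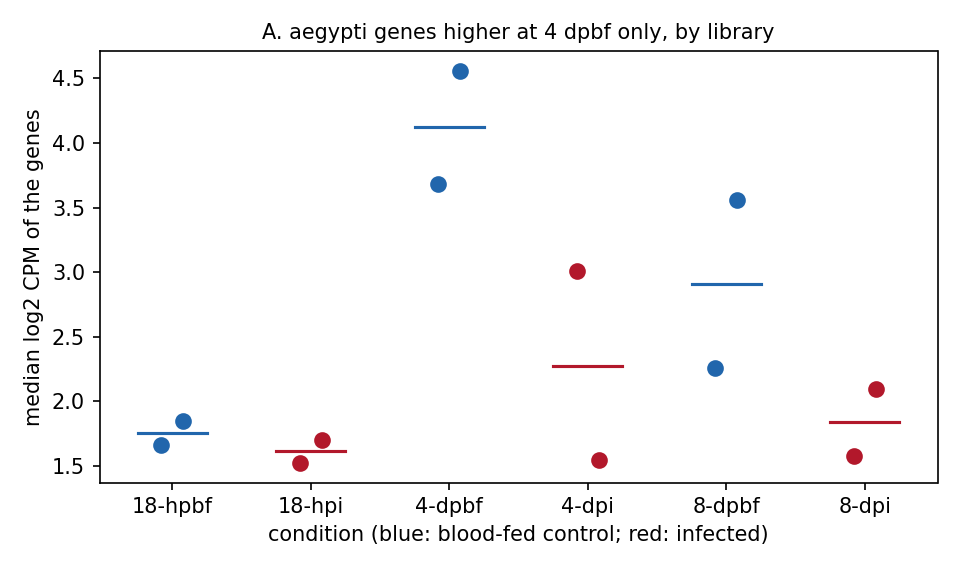
Median log2 CPM, over the 2201 genes higher at 4 dpbf only, in each of the 12 A. aegypti libraries (points), by condition on the x axis, with a line at the mean of the 2 libraries and controls in blue and infected libraries in red. The 4-dpbf libraries stand at 3.68 and 4.56, and the 4-dpi libraries at 3.01 and 1.55. The genes were chosen for being high at 4 dpbf.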

The smallest recovered A. aegypti expression module contained 51 genes differentially expressed in mosquitoes 4 days postinfection (Fig. 7). However, we observed no significantly overrepresented functional terms.

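A total of 244 genes were higher at 4 dpi than in each other condition by the contrast used here. Leaving out the 4-dpi library marked b gave 46 genes, and leaving out the 18-hpi library marked a gave 156. For AAEL014101, the mean was 7.43 ± 2.24 CPM (SD, n = 2) at 4 dpi against 0.681 ± 0.971 CPM (SD, n = 10) in the other libraries (log2 ratio 3.45, stage contrast 5.45, SE 0.58, adjusted p = 0.00151). AAEL012755 was at 1.14 ± 0.283 CPM (SD, n = 2) at 4 dpi and at 0.0826 ± 0.110 CPM (SD, n = 10) in the other libraries, a log2 ratio of 3.79 and a stage contrast of 4.82 (SE 0.66, adjusted p = 0.0053). AAEL012755 lost its call with a single library left out.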

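At 8 dpi 634 A. aegypti genes were higher than in all other conditions, and 287 without the 8-dpi library marked a. AAEL013345 went from 2.25 ± 3.61 CPM (SD, n = 10) in the other libraries to 285 ± 8.22 CPM (SD, n = 2) at 8 dpi, with a log2 ratio of 6.98 and a stage contrast of 9.55 (SE 0.55, adjusted p = 2.91e-05). For AAEL013339, the mean was 19.3 ± 1.66 CPM (SD, n = 2) at 8 dpi against 0.0865 ± 0.161 CPM (SD, n = 10) in the other libraries (log2 ratio 7.80, stage contrast 8.39, SE 0.73, adjusted p = 0.000186). Against 8 dpbf alone 1782 genes differed, 1079 higher and 703 lower, with 2727 by DESeq2 and 403 without the 8-dpi library marked a. The same count was 901 without the 8-dpi library marked b and 914 without the 8-dpbf library marked b. With no counts at 8 dpbf, AAEL015390 stood at 4.20 ± 1.28 CPM (SD, n = 2) at 8 dpi, at least 132-fold higher at a floor of 3 counts over the group. With no counts at 8 dpi, AAEL001973 stood at 5.00 ± 0.494 CPM (SD, n = 2) and AAEL014955 stood at 2.23 ± 0.181 CPM (SD, n = 2) at 8 dpbf, at least 92.2-fold and at least 41.2-fold lower in infected mosquitoes.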

**(iii) Eight days postinfection.** The second largest module of A. aegypti differentially expressed genes includes 1,365 genes specifically upregulated at 8 days in infected A. aegypti, coinciding with the L2-to-L3 molt of B. malayi in the thoracic muscle (Fig. 7). As with previous studies, we observed an increase in α-crystallin heat shock proteins, a family of chaperones induced to cope with stressful conditions (22, 39), likely from the continued growth of B. malayi. However, while a previous study observed small heat shock proteins to have a temporal expression pattern at 1, 6, and 8 dpi of B. malayi, we observed detectable upregulation of these heat shock proteins only at 8 dpi (22, 39). Additionally, proteasomal components, including serine proteases, were identified to be overrepresented in this cluster of genes.

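Over the 3 time points, 908 genes were higher in all 3 control conditions than in all 3 infected conditions, and 828 were higher in the infected conditions. Over all 13117 genes tested, the 6 control libraries lay above the 6 infected libraries for 663 and below them for 820, where a random order gives 0.108% for each. AAEL001973, at 5.87 ± 1.21 CPM (SD, n = 6), and AAEL008204, at 1.66 ± 0.670 CPM (SD, n = 6), were seen in control libraries only, at least 326-fold and at least 92.5-fold higher there at a floor of 3 counts over the group. In infected libraries AAEL015390 stood at 3.36 ± 1.02 CPM (SD, n = 6) and AAEL010350 at 3.07 ± 1.97 CPM (SD, n = 6), with no counts in controls, at least 226-fold and at least 207-fold higher. Without a minimum fold change the numbers were 1507 and 1485.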

**(iv) Post-blood feeding versus postinfection.** In the fifth largest A. aegypti expression module, 453 genes were upregulated in only the noninfected, blood-fed control mosquitoes, while 190 genes were upregulated only in infected mosquitoes (Fig. 7). While no functional terms were overrepresented in upregulated genes from infected mosquitoes, the controls were overrepresented in translational proteins and structural constituents of the cytosolic ribosome as opposed to the structural constituents of the mitochondrial ribosome that were upregulated in the 18-hpi mosquitoes. We also recovered a module containing 89 genes upregulated in only the uninfected 4- and 8-day-post-blood-feeding (dpbf) mosquitoes that were significantly overrepresented in proteins with translation initiation factor activity (Fig. 7).

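The controls of 4 and 8 dpbf had 1643 genes higher than the 18-hpbf and all infected conditions. Leaving out the 8-dpbf library marked c gave 659, and leaving out the 4-dpi library marked b gave 1085. AAEL005501 was at 1.82 ± 1.33 CPM (SD, n = 4) at 4 and 8 dpbf and at 0.0225 ± 0.0417 CPM (SD, n = 8) in the other libraries, a log2 ratio of 6.33 and a stage contrast of 6.87 (SE 1.22, adjusted p = 0.00391). AAEL011075 went from 0.0536 ± 0.0961 CPM (SD, n = 8) in the other libraries to 2.18 ± 1.72 CPM (SD, n = 4) at 4 and 8 dpbf, with a log2 ratio of 5.35 and a stage contrast of 6.76 (SE 1.13, adjusted p = 0.00308).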

### B. malayi drug target identification and *in vitro* validation.

Because current mass drug administration (MDA) programs for lymphatic filariasis are primarily microfilaricidal and have a limited efficacy on adult worms (6, 8), we sought to identify a potential adulticidal drug target using our transcriptomics data set. Upregulation of chromatin remodeling was frequently observed in modules associated with the adult female samples. Bromodomain-containing proteins interact with chromatin remodeling complexes to regulate transcription or to facilitate DNA repair protein accessibility (40), leading to their study in cancer biology as drug targets. Despite being significantly enriched in only one B. malayi expression cluster (Fig. 3), we find that all 16 bromodomain-containing proteins in the B. malayi genome are spread across four different modules that are all upregulated in the adult female, embryo, and microfilaria life stages (Fig. 8A and B), suggesting an underlying need for large-scale chromatin remodeling during these life stages.

**FIG 8:**
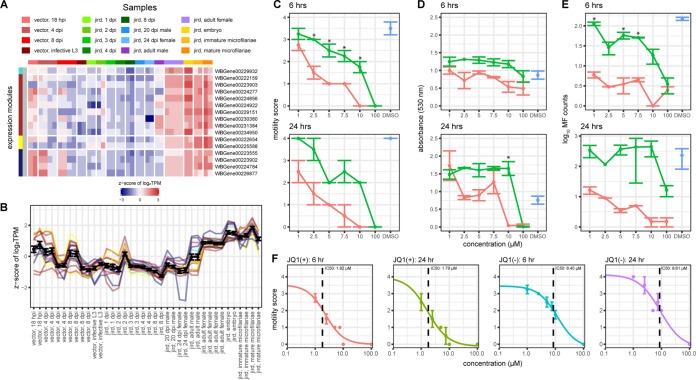
Targeting BET proteins in adult female B. malayi. (a) The heatmap shows the z-score of the log_2_(TPM) values of the 16 genes encoding bromodomain-containing proteins in the B. malayi genome. The horizontal color bar and the key above the heatmap indicate the samples represented in each of the heatmap columns. The vertical color bar on the left of the heatmap shows the assigned WGCNA expression clusters for each of the 16 genes. (B) The line plot shows the log_2_(TPM) values for each of the 16 bromodomain-containing genes across the B. malayi life cycle. Each individual line is colored according to the assigned WGCNA module of the specific gene as seen in panel A, while the black line represents the average log_2_(TPM) value of all 16 bromodomain-containing genes. Error bars represent the standard error of the mean. (C to E) The efficacy of JQ1(+) was assessed on adult female B. malayi at 6 h and 24 h using a motility scoring assay (C), the colorimetric MTT assay for viability measured at 530 nm (D), and microfilaria (MF) counts (E). Each point is indicative of two replicates, and the error bars indicate standard error of the mean. For each of the assays, the effect of 1, 2.5, 5, 7.5, 10, and 100 μM JQ1(+) (red) and its negative enantiomer JQ1(−) (green) was assessed along with DMSO (a vehicle control; blue). Asterisks indicate significant differences (*P* < 0.05, Student’s unpaired *t* test) between the JQ1(+) and JQ1(−) treatments. (F) IC_50_ curves were generated for 6 and 24 h for JQ1(+) and JQ1(−), with error bars representing the standard error of the mean.

JQ1(+) is a bromodomain inhibitor that binds to members of the bromodomain and extraterminal (BET) family of transcription factors (41). By competitively binding to BET proteins, JQ1(+) prevents BET proteins from binding to acetylated lysine residues on chromatin and recruiting transcription factors (42). JQ1(+) has been identified to be a promising cancer therapeutic, having been shown to prevent BRD4, a BET family protein, from interacting with and recruiting Myc, a transcription factor involved in cell proliferation that has been found to be constitutively active in several cancers, such as acute myeloid leukemia and multiple myeloma (42, 43).

Of the 16 bromodomain proteins encoded by the B. malayi genome, only two are members of the BET family of proteins and orthologs of the human and mouse BET proteins. Similarly, Caenorhabditis elegans has three reported BET orthologs: bet-1, bet-2, and F13C5.2. Although there were no observed RNA interference (RNAi) phenotypes for bet-2, knockdowns of both bet-1 and F13C5.2 were found to result in embryonic lethality, larval arrest, locomotion alterations, and sterility (44), indicating the importance of the C. elegans BET proteins in development and reproduction. Additionally, interfering with the activity of BET proteins has the potential to cause adult worm lethality, with knockdowns of bet-1 causing adult C. elegans lethality and knockdowns of F13C5.2 causing ruptures in the vulva of female C. elegans (44). Due to the potential importance of the BET proteins in B. malayi reproduction and sterility, we tested the efficacy of JQ1(+) on B. malayi.

Adult female B. malayi worms were treated with JQ1(+) to assess the effect of BET inhibition on worm viability. JQ1(+) concentrations ranging from 1 to 100 μM were used, similar to those used in *in vitro* human cancer studies (45, 46). The efficacy of the drug on the adult female worm was assessed at 6 and 24 h posttreatment using motility scoring and the colorimetric 3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide (MTT) viability assay (48). At both time points, 10 and 100 μM JQ1(+) were found to cause complete loss of motility in adult female worms, while the negative enantiomer JQ1(−) caused complete loss of motility only at 100 μM (Fig. 8C). At 6 h, adult worms had decreased viability according to the MTT assay at 10 μM and 100 μM JQ1(+) relative to JQ1(−) and the dimethyl sulfoxide (DMSO) vehicle control (Fig. 8D). At 24 h, 10 and 100 μM JQ1(+) resulted in significantly reduced viability relative to the DMSO vehicle control. As such, JQ1(+) has adulticidal effects on filarial nematodes *in vitro*. Additionally, we assessed worm fecundity by measuring microfilariae shed from treated adult female worms. At 6 and 24 h, all concentrations of JQ1(+) resulted in reduced fecundity *in vitro* relative to JQ1(−) and the vehicle control DMSO, providing evidence that even 1 μM JQ1(+), the lowest tested concentration, may potentially sterilize adult female worms (Fig. 8E). At both 6 and 24 h, we observed that the 50% inhibitory concentration (IC_50_) of JQ1(+) is ∼1.8 μM (Fig. 8F), similar to the IC_50_s of other promising antifilaricidal therapeutics (49).

## DISCUSSION

### B. malayi transcriptome and drug target identification and *in vitro* validation.

This analysis of the B. malayi transcriptome reveals overarching transcriptional themes during critical life stages. The overrepresentation of kinases and phosphatases in adult male B. malayi indicates the presence of male-specific kinase signaling cascades. Conversely, adult female and embryo B. malayi stages are overrepresented in DNA-binding proteins with roles in chromatin remodeling, such as zinc fingers and helicases. This indicates that during the adult female, embryo, and microfilaria stages, significant chromatin remodeling is potentially required for reproduction and further development of B. malayi.

Proteins associated with chromatin remodeling, including those that contain bromodomains, may be a prospective new drug target for the development of adulticidal therapeutics. Our results with the BET inhibitor JQ1(+) indicate that it is more lethal than its chiral enantiomer JQ1(−), suggesting a specific effect and not just general toxicity. JQ1(+) treatment also reduced microfilaria output, suggesting that JQ1(+) could be microfilaricidal and/or sterilizing the adult female worms. Given that our studies are *in vitro*, our results with JQ1(+) are promising, but preliminary. While *in vitro* effects of an anthelminthic may not always correlate with *in vivo* activity, *in vitro* experiments are consistently used as a cost-effective method to identify promising drug candidates (49, 50). Future work needs to focus on (a) studies with lower concentrations which will likely refine and lower the IC_50_, (b) assessing microfilaricidal effects, and (c) assessing the efficacy of JQ1(+) in gerbils, measuring worm burden, development, and fecundity.

Although JQ1(+) was initially touted as a prospective cancer therapeutic, its low half-life in sera limits its efficacy as a cancer therapeutic (51); the required properties for lymphatic filariasis are unknown but likely to be different. Following oral administration of JQ1(+) at 10 mg/kg of body weight in CD1 mice, pharmacokinetic studies have measured: (a) bioavailability (*F* = 49%), (b) peak plasma concentration (*C*_max_ = 1,180 ng/ml), and (c) drug exposure (area under the concentration-time curve [AUC] = 2,090 h · ng/ml) with a time to maximum concentration of drug in serum (*T*_max_) of 0.25 h and half-life (*t*_1/2_) of 1.39 h (52). JQ1(+) has also been examined as a potential male contraceptive having higher testicular bioavailability (AUC_testes_/AUC_plasma_ = 259%), with pronounced (*C*_max_ = 34 μg/ml) and rapid (*T*_max_ = 0.25 h) exposure (53). Higher testicular bioavailability could be potentially beneficial in treating hydrocele formed by lymphatic filariasis. A number of BET inhibitors with alternative pharmacokinetic properties are currently in clinical trials as cancer therapeutics (42); future studies could test these derivatives for the treatment of lymphatic filariasis.

### *w*Bm transcriptome.

In contrast to published multispecies transcriptomes of filarial *Wolbachia* endosymbionts across their invertebrate host’s life cycles (19, 54), the *w*Bm transcriptome across the life cycle had statistically robust gene expression but with very weak effects. 

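For wBm, the range between the highest and lowest stage mean of the 332 differentially expressed genes had a median of 2.20 on the log2 scale, with quartiles of 1.66 and 3.68. The corresponding medians were 3.12 over 16 stages for B. malayi and 1.91 over 6 conditions for A. aegypti.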

Compared to other studies analyzing the transcriptome of *w*Bm (19) and *w*Di (54), the latter of which is the *Wolbachia* endosymbiont of Dirofilaria immitis, we obtained a greater number of reads mapping to protein-encoding regions compared to the 2017 *w*Bm transcriptome study (6,178 to 31,289 reads mapping to protein-encoding genes) (19); the 2014 *w*Di transcriptome study (495 to 27,118 reads) (54); this study with the poly(A), rRNA depletion (∼8,525 to 284,943 reads); and this study with the Agilent SureSelect enrichment (240,693 to 35,276,890 reads).

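Total counts on wBm genes ran from 14551 to 485910 (median 93156) over 26 depletion libraries and from 273036 to 37356885 (median 3320806) over 9 AgSS libraries. The smallest depletion libraries were those of embryos, with 14551 and 25398 counts, and those of adult females, with 17107 to 27635.

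**Figure D2:**
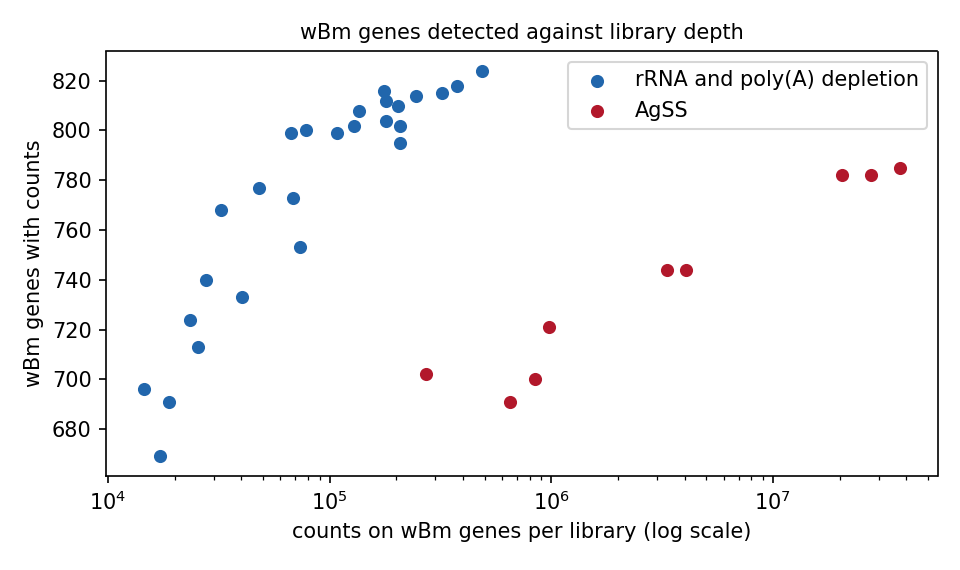
Number of wBm genes with counts against the total counts on wBm genes (log scale), one point per library, with 26 depletion libraries in blue and 9 AgSS libraries in red. Depletion libraries reach 824 genes at up to 485910 counts, and AgSS libraries reach 785 genes at up to 37356885 counts.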

The vector samples were prepared using the Agilent SureSelect enrichment instead of the standard poly(A) and rRNA depletion such that genes could potentially cluster based on the different enrichment protocols rather than biological differences. However, we previously demonstrated that samples prepared using the Agilent SureSelect enrichment did not impart a significant bias relative to their poly(A)- and rRNA-depleted counterpart (24). Furthermore, we do not see similar profiles for all our samples prepared using the Agilent SureSelect enrichment (Fig. 5A).

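For adult females b and c and 24-dpi females a the files hold an AgSS and a depletion library of the same RNA, and 49 of 558 genes differed between the 2 kinds with stage in the model, 15 higher and 34 lower with AgSS. The median size of the log2 fold change was 0.35. The count was 97 with the RNA as a replicate block, 103 without the count filter and 78 with DESeq2. Leaving out an RNA gave 23 genes without 24-dpi females a and 93 without adult females b. gene914 was at 7243 ± 1770 CPM (SD, n = 3) with AgSS and at 1617 ± 1265 CPM (SD, n = 3) by depletion, a log2 fold change of 2.25 (SE 0.33, adjusted p = 0.000556). gene412 went from 279 ± 16.8 CPM (SD, n = 3) by depletion to 973 ± 110.3 CPM (SD, n = 3) with AgSS, with a log2 fold change of 1.84 (SE 0.30, adjusted p = 0.00127). For gene29, the mean was 0.457 ± 0.502 CPM (SD, n = 3) with AgSS against 24736 ± 10860 CPM (SD, n = 3) by depletion (log2 fold change -15.83, SE 0.69, adjusted p = 6.12e-09). None of the 3 AgSS libraries had counts on gene676, which stood at 670.2 ± 272 CPM (SD, n = 3) by depletion, at least 19110-fold lower at a floor of 3 counts over the group. The call of gene412 was lost when a single RNA was left out.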

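In the clustering of TPM values, the AgSS libraries of vector 18 hpi fell apart from those of vector 4 and 8 dpi, and the 3 AgSS libraries of the gerbil are not part of the TPM table. On the first component all 6 AgSS libraries lay between -21.65 and -10.49 and all 26 depletion libraries at -4.3 or above, and the nearest library of each AgSS library was another AgSS library, so library type and the vector host go together there. With library type as a term, 14 genes were called higher in vector stages, 3 of them among the 20 called without the term. Across those 20 genes the median stage contrast went from 1.36 to 0.87 and the median SE from 0.19 to 0.36.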

Additionally, there are differences in the annotation used between studies on the *w*Bm transcriptome. Our study uses the RefSeq annotation, which has two distinct annotations for the 6S RNA and the adjacent gene *Wbm0439*, while the original published annotation (55) does not report the 6S RNA and instead uses an upstream start codon for *Wbm0439* that extends into the 6S RNA. As such, the 2017 *w*Bm transcriptome study (19), which used the original published annotation, reported the differential expression of *Wbm0439* as adult female worms mature, but we now understand from using the RefSeq annotation that this observed increase in expression likely originates from the 6S RNA and not *Wbm0439*.

Although the absence of the heme, riboflavin, and flavin adenine dinucleotide (FAD) biosynthetic pathways in the B. malayi genome has generated hypotheses that *w*Bm provides these needed metabolites to B. malayi by upregulating endosymbiont gene expression (16), both this and the 2017 *w*Bm transcriptome study suggest that these pathways may be constitutively expressed in *w*Bm. While there may be specific *w*Bm genes that are differentially expressed, we see little indication of strong transcriptional responses from global regulation of gene expression. 

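Of the 332 wBm genes, 58.1% had a range of at least 2 on the log2 scale and 0.602% a range under 1, while 67.1% of the 10218 B. malayi genes and 46.4% of the 6736 A. aegypti genes had a range of at least 2. Only called genes enter, 332 of 659 tested in wBm against 10218 of 10353 in B. malayi, so the sets are not selected alike. The wBm vector stages have AgSS libraries only, so differences between kinds of library may enter the wBm ranges. With B. malayi counts thinned to the counts per tested gene of the median depletion library, a setting chosen after the data were seen, 9872 of 10133 genes differed and their median range was 2.70, against 3.12 at full depth. Thinned in the same way, 4922 of 10669 A. aegypti genes differed, with a median range of 2.03. With totals thinned to 93167 per library, which leaves fewer counts per gene than in wBm, the medians were 2.31 and 2.22. Without the count filter the median was 2.53 for wBm and 3.15 for B. malayi. The paper calls the transcriptional response of wBm weak.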

Despite strong statistical support for differential expression, the transcriptional response (or effect) is weak.

As a bacterial endosymbiont, *w*Bm is expected to have operons that should confound analyses like WGCNA since the measures of transcription are not likely to be independent for adjacent genes. Yet, for three putative operons of likely cotranscribed genes, which should be in the same module, the genes are placed in disparate modules or lack statistically significant differential expression (Fig. 9). We propose that rather than altering the expression of specific metabolic pathways across the B. malayi life cycle, *w*Bm may primarily alter its rates of transcription and translation via the 6S RNA. The original genome analyses of *w*Bm and *w*Mel (the *Wolbachia* endosymbiont of Drosophila melanogaster) both noted few transcriptional regulators and suggested that genes may be constitutively expressed (55, 56) such that minimal global regulation may not be surprising and may reflect the limited environmental variation for obligate intracellular bacteria. Despite the lack of a strong effect from global regulation of gene expression in *w*Bm across the life cycle, it is possible that there is global regulation of gene expression within different populations of B. malayi cells (e.g., oocytes or spermatocytes) or a weak transcriptional response that can be better observed with many more independent biological replicates than were feasible in this study.

**FIG 9:**
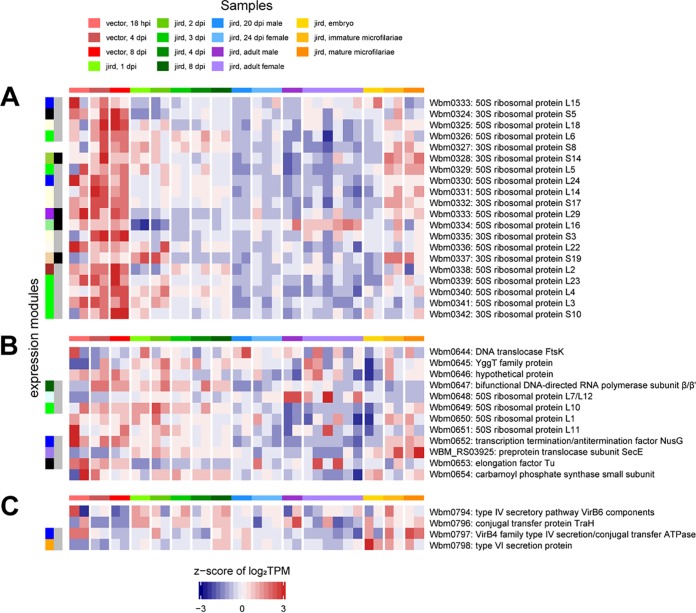
*w*Bm WGNCA expression modules of three putative operons. The heatmap shows the z-score of the log_2_(TPM) values of three putative *w*Bm operons encoding 20 ribosomal proteins (A), 4 ribosomal proteins and other housekeeping genes (B), and the type IV secretion system proteins (C). The horizontal color bar above the heatmap indicates the samples represented in each of the heatmap columns according to the key at the top. The vertical color bars on the left of the heatmap illustrate the WGCNA expression modules in Fig. 5 generated using the differentially expressed *w*Bm genes. Genes with no vertical bar indicate that the gene is not differentially expressed.

### A. aegypti transcriptome.

In A. aegypti, our data show that parasitism by B. malayi has severe effects on transcription related to normal homeostatic processes. At 18 hpi, genes encoding proteins with roles in ATP-coupled protein transport and mitochondrial translation were elevated, likely due to increased energy demands by infected mosquitoes. This upregulation coincides with previous observations of the breakdown of mitochondria and the depletion of microfiber glycogen reserves upon nematode infection of A. aegypti (57). Additionally, the absence of upregulated vitellogenin and insect allergen-related proteins in the 18-hpi samples suggests a decrease in A. aegypti fecundity upon the uptake of B. malayi (58, 59). At 4 dpi, coinciding with the L1-to-L2 molt of B. malayi, there is a remarkable upregulation of many genes in the control mosquitoes that were not present in the infected mosquitoes. These include genes encoding proteins with roles in transcriptional regulation, such as zinc fingers and bromodomains, along with proteins with roles in signaling cascades, such as kinases, phosphatases, and intracellular signal transduction proteins. These large perturbations in the A. aegypti transcriptome suggest a large impact on vector host viability by B. malayi.

### Conclusions.

Overall, this study has led to the discovery of BET inhibitors as potential new therapeutics for lymphatic filariasis worthy of further investigation and development. Additionally, our multispecies RNA-Seq analysis across the B. malayi life cycle serves as a comprehensive data set that can enable the identification of other therapeutics and address other questions regarding the interplay between the different organisms in the B. malayi life cycle.

## MATERIALS AND METHODS

### Sample preparation—nematodes.

Third-stage larvae of Brugia malayi strain FR3 were isolated from infected mosquitoes 9 to 16 days postinfection (dpi) using the NIAID/NIH Filariasis Research Reagent Resource Center (FR3) Research Protocol 8.4 (http://www.filariasiscenter.org/protocols/Protocols; 60). Larvae were isolated in RPMI plus P/S, enumerated, and either flash frozen in liquid nitrogen for storage at −80°C or used for the infection of male Mongolian gerbils (Meriones unguiculatus; Charles River, Wilmington, MA, USA). Gerbils were anesthetized with 5% isoflurane and infected by introducing 400 L3s into the peritoneal cavity using a butterfly catheter. Larvae, immature adults, and mature adults were recovered by peritoneal flush using a terminal procedure. Brugia malayi embryos were collected from live gravid females as previously described (20).

Generation of immature and mature microfilariae required the surgical transplantation of adult B. malayi into the peritoneal cavity of recipient gerbils. Microfilariae were isolated either through a peritoneal tap (61) or by terminal worm recovery. For terminal worm recoveries, gerbils were euthanized by CO_2_ asphyxiation followed by cervical dislocation. The peritoneal cavities were then opened and soaked with RPMI plus P/S. All animal care and use protocols were approved by the University of Wisconsin Oshkosh IACUC. Nematode preparations were flash frozen in liquid nitrogen and stored at −80°C prior to RNA isolation.

### Sample preparation—mosquitoes.

The Aedes aegypti black-eyed Liverpool strain was obtained from FR3 and maintained in the Biosafety Level 2 Insectary at the University of Wisconsin Oshkosh. Desiccated mosquito eggs were hatched in deoxygenated water, and the resulting larvae were maintained on a slurry of ground TetraMin fish food (Blacksburg, VA) at 27°C with 80% relative humidity. Female pupae were separated using a commercial larva pupa separator (The John Hock Company, Gainesville, FL) and placed in mesh-covered paper soup cartons, and eclosed adults were fed with cotton pads soaked in sucrose solution. Females were deprived of sucrose approximately 12 h prior to blood feeding. Mosquitoes were infected with the Brugia malayi FR3 strain by feeding microfilaremic cat blood (FR3) through Parafilm via a glass-jacketed artificial membrane feeder. When necessary, microfilaremic cat blood was diluted with uninfected dog blood to achieve a suitable parasite density for infection (100 to 250 microfilariae/20 μl). Infected mosquitoes were collected at 18 h postinfection (hpi), 4 dpi, and 8 dpi. They were anesthetized with CO_2_ and then transferred to chilled microscope slides, where the legs, wings, heads, and abdomens were removed. The thoraces with and without developing B. malayi larvae were flash frozen in liquid nitrogen and stored at −80°C prior to RNA isolation. Vector-derived infective B. malayi L3s were isolated from whole mosquitoes in bulk using the standard FR3 protocol (60).

### RNA isolation.

Mosquito thoraces were combined with TRIzol (Zymo Research, Irvine, CA) at a ratio of 1 ml TRIzol per 50 to 100 mg mosquito tissue, while nematode samples were processed using a 3:1 volume ratio of TRIzol to sample. For both preparations, 1 μl β-mercaptoethanol was added for every 100 μl of sample. The tissues were homogenized using a bead beater and a TissueLyser (Qiagen, Germantown, MD) at 50 Hz for 5 min. The homogenate was then transferred to a new tube and centrifuged at 12,000 × *g* for 10 min at 4°C. After incubation at room temperature for 5 min, 0.2 ml chloroform was added for every 1 ml TRIzol. The samples were shaken by hand for 15 s, incubated at room temperature for 3 min, loaded into a prespun Phase Lock Gel heavy tube (5Prime, Gaithersburg, MD), and centrifuged at 12,000 × *g* for 5 min at 4°C. The upper phase was extracted, and 1 volume of 100% ethanol was added and then loaded onto a PureLink RNA Mini column (Ambion, Austin, TX). The samples were processed according to the manufacturer’s instructions, quantified using a Qubit fluorometer (Qiagen, Germantown, MD) and NanoDrop spectrometer (NanoDrop, Wilmington, DE), and sent to the Institute for Genomic Sciences at the University of Maryland Baltimore for DNase treatment and library preparation.

### Library preparation and sequencing.

Transcriptome sequencing was conducted as previously described (62). Briefly, whole-transcriptome libraries without AgSS capture were constructed for sequencing on the Illumina platform using the NEBNext Ultra Directional RNA Library Prep kit (New England Biolabs [NEB], Ipswich, MA, USA). For targeting eukaryotic mRNA, polyadenylated RNA was isolated using the NEBNext poly(A) mRNA magnetic isolation module. When targeting bacterial mRNA, samples underwent rRNA and poly(A) reductions, as previously described (23, 63). SPRIselect reagent (Beckman Coulter Genomics, Danvers, MA, USA) was used for cDNA purification between enzymatic reactions and size selection. The PCR amplification step was performed with primers containing a 7-nucleotide (nt) index sequence. Libraries were evaluated using the GX touch capillary electrophoresis system (Perkin-Elmer, Waltham, MA) and sequenced on an Illumina HiSeq2500 sequencer, generating 100-bp paired-end reads.

For the B. malayi and *w*Bm AgSS capture designs, probes were designed using the SureSelect DNA Advanced Design Wizard for B. malayi and *w*Bm (24). Probes were designed to capture every 120 bp for each coding sequence in both organisms with no overlap between baits. DustMasker was used to identify and mask low-complexity regions of the genome from the probe design.

For samples treated with the *w*Bm AgSS capture, precapture libraries were constructed from 500 to 1,000 ng of total RNA samples using the NEBNext Ultra Directional RNA Library Prep kit (NEB, Ipswich, MA, USA). First-strand cDNA was synthesized without mRNA extraction to retain nonpolyadenylated transcripts and fragmented at 94°C for 8 min. After adaptor ligation, cDNA fragments were amplified with 10 cycles of PCR before capture. *Wolbachia* transcripts were captured from 200 ng of the amplified libraries using the Agilent SureSelectXT RNA (0.5- to 2-Mbp) bait library designed specifically for *w*Bm. Library-bait hybridization reaction mixtures were incubated at 65°C for 24 h and then bound to MyOne streptavidin T1 Dynabeads (Invitrogen, Carlsbad, CA, USA). After multiple washes, bead-bound captured library fragments were amplified with 18 cycles of PCR. The libraries were loaded on an Illumina HiSeq4000, generating 151-bp paired-end reads.

For samples treated with the B. malayi AgSS capture, precapture libraries were constructed from 1000 ng of total RNA samples using the NEBNext Ultra Directional RNA Library Prep kit (NEB, Ipswich, MA, USA). After adaptor ligation, cDNA fragments were amplified for 10 cycles of PCR before capture. B. malayi transcripts were captured from 200 ng of the amplified libraries using an Agilent SureSelectXT custom (12- to 24-Mbp) bait library designed specifically for B. malayi. Library-bait hybridization reaction mixtures were incubated at 65°C for 24 h and then bound to MyOne streptavidin T1 Dynabeads (Invitrogen, Carlsbad, CA). After multiple rounds of washes, bead-bound captured library fragments were amplified with 16 cycles of PCR. The libraries were loaded on an Illumina HiSeq 4000, generating 151-bp paired-end reads.

### RNA-Seq analyses.

For all samples used in the analysis, sequencing reads were mapped to the B. malayi genome WS259 (www.wormbase.org) using the splice junction mapper TopHat v1.4.0 (64) and the *w*Bm genome (55) using the Bowtie v0.12.9 aligner (65). All vector samples were aligned to the A. aegypti Liverpool strain genome AaegL3.3 (www.vectorbase.org) using TopHat v1.4.0 (64). Feature counts for the B. malayi and A. aegypti alignments were calculated using the union mode of HTSeq v0.5.3p9 (66) for all exon features. Feature counts for *w*Bm were calculated using the prokaryotic feature counter FADU (67) using the annotation provided by NCBI (NC_006833.1) (see Table S1 in the supplemental material). Using RNAmmer v1.2 (68), we identified five protein-encoding genes in the B. malayi WS259 annotation that overlapped with predicted rRNAs: WBGene00228061, WBGene00268654, WBGene00268655, WBGene00268656, and WBGene00268657. These five genes were excluded from differential expression analyses. Rarefaction analyses were done using the R package vegan using the counts for each organism. All samples were used for the transcriptomics analysis with the exception of the poly(A)-selected vector 18-hpi samples for B. malayi due to the rarefaction analysis indicating an insufficient number of reads.

10.1128/mSystems.00596-19.7 TABLE S1 Enrichment techniques and mapping statistics for individual samples. Download Table S1, XLSX file, 0.02 MB. Copyright © 2019 Chung et al. 2019 Chung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Differentially expressed genes across all samples were identified for each organism individually by processing the read counts for all protein-encoding genes using edgeR v3.20.1 (69). Within edgeR, read counts were normalized and filtered so that only genes with a count-per-million (cpm) value equivalent to 5 reads per gene in the lowest sequenced sample in at least two samples would be kept. The qCML common dispersion and tagwise dispersions were estimated for the counts of each organism and fitted to a generalized linear model. Differentially expressed genes were determined using a quasilikelihood *F* test and defined as genes with a *P* value and false-discovery rate (FDR) of <0.05.

### WGCNA module detection and functional term enrichments.

Read counts were converted to transcript-per-million (TPM) values to normalize the gene expression across samples. For each organism individually, the TPM values for differentially expressed genes were processed using the R package WGCNA v1.61 (25) to identify expression modules across the B. malayi life cycle. For the soft thresholds for each expression subset, values of 5, 6, and 7 were chosen for B. malayi, *w*Bm, and A. aegypti, respectively. Modules were derived from each organism’s data set by hierarchically clustering genes based on dissimilarity in a topological overlap matrix and using a dynamic tree cut at a height that encompasses 99% of the truncated height range in the observed dendrogram (minimum cluster size, 1). Closely related modules were merged using a merge eigengene dissimilarity threshold of 0.25, 0.25, and 0.40 for B. malayi, *w*Bm, and A. aegypti, respectively. Each individual expression module was further divided into two clusters depending on whether the expression pattern of a gene has a higher Pearson correlation to the eigengene or the inverse eigengene.

InterPro descriptions and gene ontology (GO) terms for each of the protein-encoding genes in the A. aegypti, B. malayi, and *w*Bm genomes were obtained using InterProScan v5.22.61.0 (70). Overrepresented terms for each WGCNA module were defined as terms with a Fisher exact test FDR of <0.05.

### B. malayi response to JQ1(+).

Adult female B. malayi worms for testing JQ1(+) were supplied by TRS Laboratories (Athens, GA, USA) in RPMI culture medium. The experiment was conducted under a laminar flow hood sprayed with 70% ethanol before use. Upon arrival, worms were placed in prewarmed 37°C sterile RPMI 1640 medium (HyClone, Logan, UT, USA) supplemented with final concentrations of 5 g/liter glucose, 10% fetal bovine serum, 2 mM l-glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, and 250 ng/ml amphotericin (Sigma-Aldrich, MO, USA) and incubated for 3 to 4 h at 37°C in 5% CO_2_.

After acclimation, worms were exposed to different drug concentrations obtained from stock solutions of 100 mM JQ1 dissolved in 100% DMSO. Worms were transferred to 12-well plates (2 worms per well, 2 well replicates per treatment) with each well containing 990 μl of the glucose-, serum-, and antibiotic-supplemented RPMI medium and 10 μl of JQ1(+), JQ1(−), and/or DMSO to obtain the final concentration tested, such that all wells had a final concentration of 1% DMSO. Worms were kept at 37°C in 5% CO_2_, and their viability was assessed at 6 and 24 h for each treatment using worm motility, microfilaria release, and the MTT reduction assay at an absorbance of 530 nm (48). The MTT reduction assay relies on the ability of living organisms to reduce tetrazolium MTT [3-(4,5-dimethylthiazolyl-2)-2,5-diphenyltetrazolium bromide] to formazan. Formazan is then dissolved in DMSO, and its absorbance at 530 nm is assessed. Adult female B. malayi worms were treated with 1, 2.5, 5, 7.5, 10, and 100 μM JQ1(+) drug and JQ1(−), its chiral enantiomer, *in vitro* to assess the effect of BET inhibition on their viability. DMSO functioned as a vehicle control for all drug experiments. Motility scores, microfilaria counts, and absorbances between JQ1(+)-treated worms were compared to DMSO using an unpaired Student's *t* test.

### Data availability.

The data set(s) supporting the results of this article is available in the Sequence Read Archive (SRA) repository. The A. aegypti and B. malayi sequencing reads are available in SRP068692, and the *w*Bm sequencing reads are available in SRP068711. Data files are available in GEO under the accession number GSE139965. Supplemental data files and source code for reproducing the transcriptomics analyses and figures can be downloaded from https://github.com/Dunning-Hotopp-Lab/lf_transcriptome. All code is made available under the MIT License.

How the deposited data were processed for this re-analysis (not part of the article)

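The data are RNA sequencing counts per protein-coding gene for 3 organisms sampled over the B. malayi life cycle. B. malayi counts cover 11085 genes in 38 libraries, wBm counts 839 genes in 35 libraries and A. aegypti counts 15796 genes in 12 libraries. Each sample's stage, host, library type and replicate letter were taken from the sample labels and from Table 1 and Table S1 of the paper. The poly(A)-selected B. malayi libraries of vector 18 hpi, which the paper excluded, are not columns of the tables used here.

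The authors mapped reads to B. malayi WS259 and A. aegypti AaegL3.3 with TopHat and counted them over exons with HTSeq in union mode. For wBm the authors mapped reads with Bowtie and counted fragments with FADU, which gives expected counts with decimals because a fragment is divided over the features it overlaps. All counts were checked to be unnormalized values whose sums differ between libraries. The authors converted the counts to TPM values by gene length and library total, and each column of the TPM tables was checked to have the same sum. The TPM table of wBm holds 32 libraries. The 5 B. malayi genes that overlap rRNA and that the authors excluded are not rows of the table.

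Total counts per library ran from 2722556 to 116515442 for B. malayi, from 14551 to 37356885 for wBm and from 22034140 to 57064826 for A. aegypti. The wBm depletion libraries, with a median of 93156 counts, limit the detection of changes in weakly expressed wBm genes. Reads were not marked with molecular identifiers, so limits from a floor of 3 counts cover counting error only.

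Counts were tested with edgeR 4.0.16 in R 4.3.3 (the paper used an earlier version of edgeR), following the paper's methods: genes at a CPM equal to 5 reads in the smallest library in at least 2 libraries, TMM normalization, common and tagwise dispersions by qCML, and a quasi-likelihood F test with stage as the only factor. Benjamini-Hochberg adjustment covered all genes tested in one comparison, and the threshold was an adjusted p of 0.05. Fractional wBm counts were rounded first. All stages of an organism shared one fit, so that a stage with 2 libraries, or with 1 when a library was left out, was assumed to vary like the others. The 38 B. malayi libraries come from 34 RNAs and the 35 wBm libraries from 32, because 4 and 3 RNAs have an AgSS library and another one. The main fits treated libraries of the same RNA as separate, and leaving out those AgSS libraries was one of the alternatives.

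WGCNA was not run here. Each expression pattern that the paper describes was tested as a contrast between the mean of the stages inside it and the mean of all other stages, with an adjusted p below 0.05, a difference of at least 1 between the averages of edgeR's fitted log2 stage means (the stage contrast), and a lowest stage mean inside above the highest stage mean outside. Pairs of stages were compared directly. The change of the infection effect between 18 h, 4 days and 8 days was tested as an interaction. AgSS and other libraries of the same RNA were compared with stage in the model, in 8 libraries for B. malayi and 6 for wBm. Principal components, distances and clusters were computed from z-scores of log2(TPM + 1) of the differentially expressed genes. The expression range of a gene was the log2 difference between its highest and lowest stage mean, with a prior count of 2.

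For each pattern the text names the 2 genes with the largest stage contrast among those called whose every library inside the pattern had a higher CPM than every library outside it, and for each direct comparison, by log2 fold change, 2 higher and 2 lower genes. Genes of this rule whose lower group held 1 to 3 counts are not named. Genes named in the paper's text or in its Fig. 8A and Fig. 9 could not be named, because the tables do not pair identifiers with names.

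The alternatives were DESeq2's size factors, DESeq2 1.42.0 in place of edgeR, no count filter, a trended dispersion, the replicate letter or the RNA as a block, library type as a term, AgSS libraries left out where others of the same RNA exist, no minimum fold change, no requirement on stage means, log2(TPM + 0.1), average linkage, genes of a mean TPM of at least 1 only, a prior count of 0.5, thinned counts, and each library left out in turn. They and the rule for naming genes were chosen before the data were examined, apart from the block in a fit of microfilaria libraries only, the thinning to equal counts per tested gene and the random assignments with a single library per RNA. The table and the sample labels mark A. aegypti control libraries with different letters, so no block was used there. A block by column letter among the controls alone was not run. Random assignments of libraries to groups of the same sizes numbered 80 for B. malayi and 100 each for wBm and A. aegypti.

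The steps were tested on simulated data in which 200 genes were changed by 2 on the log2 scale. All simulated genes of an organism shared the same dispersion, unlike those of the real data. In A. aegypti, 200 is also far fewer than the 3054 genes called in the real comparison at 4 days. The shares recovered are therefore not the power of the tests on the real data. In B. malayi the contrast of adult females and embryos, the test over all stages and the comparison of 20-dpi males with 24-dpi females recovered 100% of the changed genes scored, as did the contrast of vector stages and the test over all stages in wBm. No other B. malayi or wBm comparison was simulated. For A. aegypti the contrast of 4 dpbf recovered 87.0%, the test over all conditions 41.4% and the comparison at 4 days 20.6%. Between 0 and 10 unchanged genes were called in each test.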

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

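The test of a single library as the source was chosen after the leave-one-out counts were seen, and its reading was set after them as well. The test of depth was chosen before its result was seen.

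The effect of infection on A. aegypti genes differed between 18 h, 4 days and 8 days for 174 of 13117 genes, by a test of the interaction of infection with time in edgeR, and 2921 genes had an unadjusted p below 0.05. The paper describes genes of single time points but does not report this test. For 117 of the 174 genes the effect was higher in infected mosquitoes at some time points and lower at others. The effect was largest in size at 18 h for 82 genes, at 4 days for 41 and at 8 days for 51. DESeq2 called 1825 genes, while size factors from DESeq2 in the edgeR fit gave 178, a trended dispersion 177 and no count filter 214.

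A difference in library depth is argued against: with all 12 libraries thinned to the smallest, 161 genes were called. Whether single libraries carry the result stays open. The count was 0 without 18-hpi library a, and likewise without 18-hpi library b, with 1825 by DESeq2 on all libraries. It was 2 and 1 without the 18-hpbf libraries marked b and c, 65 without the 4-dpbf library marked c, 93 without the 8-dpbf library marked c, 40 without 4-dpi library b, and 1 and 36 without 8-dpi libraries a and b. It rose to 580 without the 4-dpbf library marked b, and was 251 without 4-dpi library a and 185 without the 8-dpbf library marked b. Because 8 of the 12 libraries each took away more than 50% of the genes, a single library cannot be told apart from the loss of precision in a design of 2 libraries per condition. The simulated direct comparison at 4 days recovered 20.6% of changed genes. Neither the interaction nor a fit with a library left out was simulated, so the recovery of those tests is not known. Blood of different animals was fed to infected and control mosquitoes, and time since feeding changes with time since infection, so an effect of the blood meal that changes with time and an effect of the developing worms both remain possible and were not tested. Library batches are not given in the labels.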

How the results depend on the processing

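The block in a fit of the microfilaria libraries only, the thinning to equal counts per gene and the random assignments with a single library per RNA were chosen after the data were seen. The other alternatives were chosen before. Under all alternatives other than leaving out a library, the directions of the genes picked by the naming rule were kept, and 13 calls were lost, 9 of them with library type as a term, 3 with DESeq2 and 1 with a replicate block. With single libraries left out, 25 of the fits of those genes lost a call.

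Without the minimum fold change, the number of genes rose by more than 1.5 times for adult females, embryos and microfilariae (256 in place of 157), the adult female through the L2 stage (165 in place of 82), infective L3 (805 in place of 536) and 1 and 2 dpi (374 in place of 236) in B. malayi. In wBm it rose for vector stages (44 in place of 20), vector and early gerbil stages (15 in place of 5), vector stages with 3, 4 and 8 dpi (5 in place of 2) and vector 4 and 8 dpi (24 in place of 10). In A. aegypti it rose for 18 h in infected and control mosquitoes (1264 in place of 761), 18 hpi (1641 in place of 978), 4 dpi (392 in place of 244), all controls (1507 in place of 908) and all infected conditions (1485 in place of 828).

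Without the requirement that stage means do not overlap, the B. malayi counts were 2322 for adult males, 1656 for adult females and embryos, 1414 for these with microfilariae, 1679 for microfilariae, 856 for the adult female through the L2 stage, 1095 for L1 and L2 larvae, 1905 for vector 8 dpi, 1599 for infective L3, 1915 for 1 to 24 dpi, 1565 for 1 and 2 dpi, 1487 for 4 dpi, 1529 for 8 dpi and 1554 for early adults. The wBm counts were 47 for vector stages, 19 for vector and early gerbil stages, 15 for vector stages with 3, 4 and 8 dpi, 28 for vector 4 and 8 dpi and 52 for adults. For A. aegypti at 4 dpi the count was 400. Both criteria only remove genes, so the higher counts follow from their construction.

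DESeq2 in place of edgeR called 18 genes between immature and mature microfilariae, where edgeR called 0 and 332 genes had an unadjusted p below 0.05. It called 24 wBm genes between adult males and females in place of 8, 78 wBm genes between AgSS and depletion libraries in place of 49, 2727 A. aegypti genes between infected and control at 8 days in place of 1782, and 1825 in place of 174 whose infection effect differs between time points. The other 33 results run with DESeq2 stayed within 1.5 times. The cause was not tested.

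The replicate letter as a block was tried in B. malayi and wBm. It left the count between microfilariae at 0 in the fit of all stages and gave 20 in the fit of the microfilaria libraries only. It gave 8 wBm genes for vector and early gerbil stages in place of 5, without the 20-dpi male libraries, and 12 between adult males and females in place of 8. Differentially expressed wBm genes numbered 278 in place of 332 with this block and without those libraries. With the RNA as a block, 97 wBm genes differed between AgSS and depletion libraries in place of 49, and 5064 B. malayi genes between AgSS and poly(A) selection in place of 5096. The block fits also used another estimate of dispersion, and which of these moved the counts was not tested. For A. aegypti, control libraries could not be paired with infected ones. The table marks the control libraries b and c where the sample labels mark them a and b, so their sample letters are not known. Nothing states that letters pair control with infected mosquitoes. All control conditions share the column letters b and c, and a block by these letters among controls was not run. Across genes, the differences between the libraries of a condition correlated at r = 0.138 for 18 hpbf with 4 dpbf. The values were 0.231 for 18 hpbf with 8 dpbf and 0.350 for 4 dpbf with 8 dpbf. A difference that follows the column letter may therefore remain in the counts for control conditions. A block that crosses the letters at 1 and 2 dpi was not run.

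With library type as a term, or without the AgSS libraries of vector 4 and 8 dpi, 11 genes differed between immature and mature microfilariae. The cause was not tested. The other 23 and 16 counts run under these alternatives stayed within 1.5 times, but the genes called were not always shared: of the wBm genes, 3 of 20 for vector stages, 3 of 10 for vector 4 and 8 dpi, 1 of 2 for vector stages with 3, 4 and 8 dpi, all 5 for vector and early gerbil stages and 23 of 29 for adults were called with and without the term. Without the AgSS libraries of RNAs that have another library, 420 of 552 genes for vector 8 dpi, 364 of 474 for L1 and L2 larvae and 59 of 82 for the adult female through the L2 stage were called as well, and 27 of 29 for wBm adults. Without the count filter, 103 wBm genes differed between AgSS and depletion libraries, out of more genes tested.

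The median expression range was 2.31 for B. malayi in place of 3.12 and 2.22 for A. aegypti in place of 1.91 with counts thinned to the median wBm depletion library, and 2.53 for wBm in place of 2.20 without the count filter. Fewer counts and fewer genes tested go with the first pair. At the counts per tested gene of the median wBm depletion library, chosen after the data were seen, it was 2.70 for B. malayi and 2.03 for A. aegypti, and at those of the wBm libraries of the same stage, without infective L3, 2.72 for B. malayi. With 5 or more counts required, the median number of genes detected was 9780 in place of 10272.5 for B. malayi, 730 in place of 782 for wBm and 12311.5 in place of 13133 for A. aegypti, by construction. DESeq2's size factors and the trended dispersion changed no count by more than 1.5 times.

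With each library left out in turn, the B. malayi genes between immature and mature microfilariae numbered 0 to 12, with 9 and 12 without 2-dpi libraries a and b, 1 without either immature library and 11 without mature library a. Those between 20-dpi males and 24-dpi females numbered 203 (without 20-dpi male a) to 373. Differentially expressed wBm genes numbered 295 to 504 (without vector 18-hpi b), with 444 without vector 18-hpi a. The wBm genes of vector and early gerbil stages numbered 2 (without 1-dpi a) to 9 (without mature microfilariae b), with 8 without 24-dpi female b, and those of vector stages with 3, 4 and 8 dpi 1 (without 2-dpi a) to 4 (without adult male a). Between adult males and females they numbered 5 (without adult male a) to 22 (without adult female b), and between AgSS and depletion libraries 23 (without 24-dpi female a) to 93 (without adult female b).

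In A. aegypti, the same procedure gave 405 (without the 4-dpbf library marked c) to 2478 genes at 4 dpbf, 46 (without 4-dpi b) to 279 at 4 dpi, with 156 without 18-hpi a, and 287 (without 8-dpi a) to 706 at 8 dpi. At 4 and 8 dpbf it gave 659 (without the 8-dpbf library marked c) to 1899, with 1085 without 4-dpi b. Between infected and control mosquitoes there were 830 (without 18-hpi a) to 3032 genes at 18 h, with 957 without 18-hpi b and 917 and 1135 without the 18-hpbf libraries marked b and c. At 4 days there were 852 (without the 4-dpbf library marked c) to 3531, with 865 without 4-dpi b, and at 8 days 403 (without 8-dpi a) to 1947, with 901 without 8-dpi b and 914 without the 8-dpbf library marked b. The genes whose infection effect differs between time points numbered 0 by edgeR to 580, and 2921 had an unadjusted p below 0.05 with all libraries. Leaving out a library leaves a condition with 1 sample, and the tests recovered fewer changed genes in A. aegypti than in the other organisms on simulated data.

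The median expression range ran from 2.95 to 3.16 in B. malayi, 2.15 to 2.63 in wBm and 1.80 to 2.07 in A. aegypti with single libraries left out. The number of libraries placed as in the paper's clusters was 33 to 37 in B. malayi and 7 (without the 4-dpbf library marked b) to 10 in A. aegypti, and was unchanged with average linkage, log2(TPM + 0.1) and genes of a mean TPM of at least 1.

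Some alternatives were not run. The poly(A)-selected libraries of vector 18 hpi are not columns of the tables used here, and neither is the 6S RNA a row that could be identified, so the alternatives on that RNA, its share of counts and the library that Fig. 5B leaves out were not run. Results on bromodomain genes, operons and gene families need gene names and were not computed.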

Differences from the paper's values

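The lowest total of a wBm depletion library was 14551 counts on genes, against the paper's 8525, and the highest was 485910, against the paper's 284943. Both ratios are 1.71. None of the alternatives set before the data were examined changes these totals, which are sums of the table as given. For AgSS libraries the lowest total was 273036 against the paper's 240693, and the highest 37356885 against the paper's 35276890. All 68 libraries compared had exactly the number of genes with counts that Table S1 lists.

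The number of differentially expressed wBm genes was 332 and the paper's is 318. It passes 1.5 times the paper's number under a single alternative set before the data were examined, without the vector 18-hpi library marked b, at 504 genes.

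The paper groups the vector 4-dpi libraries of B. malayi with those of vector 18 hpi. In the tree computed here, 34 of 38 libraries fell into the paper's groups and the 4 vector 4-dpi libraries fell with the later larval stages. The nearest library of each 4-dpi library was the other one of the same stage and kind. Without vector 18-hpi library a, 37 libraries fell into the paper's groups.

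The paper states that no expression module separates 20-dpi males from 24-dpi females. The direct comparison called 312 genes, and 203 without 20-dpi male library a. It is a test of a pair of stages, not a module.

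The paper states that the AgSS enrichment imparts no significant bias, from an earlier study. For wBm, 49 of 558 genes differed between AgSS and depletion libraries of the same RNA. The number was 97 with the RNA as a block, 78 by DESeq2, 103 without the count filter, 93 without adult females b and 23 without 24-dpi females a, and the median size of the log2 fold change over all 558 genes was 0.35.

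The paper states that infected and control mosquitoes form distinct clusters. Cut into 2 groups, 10 of the 12 libraries fell with others of their kind, and 7 with the 4-dpbf library marked b left out. Cut into 4, no group mixed infected and control libraries.

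The paper states that the changes of blood-fed controls at 4 days are absent in infected mosquitoes. Of the 2201 genes higher at 4 dpbf only, 1192 were at least 2-fold above the 18-hpi mean in 4-dpi library a and 187 in library b. The median log2 difference from the 18-hpi mean was 1.09 in library a and 0 in library b. In the direct comparison at 4 days, 837 of the 2201 genes were called lower in infected mosquitoes. The genes were chosen for a 4-dpbf mean above every other condition, so this direction was set by the choice. That comparison recovered 20.6% of changed genes in simulated data, so the genes not called cannot be counted as unchanged.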

Other observations

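The tests of gene length, of library type as the source of wBm genes higher in the vector, of progress toward the L1 stage and toward 3 dpi, and of differences shared between A. aegypti conditions were chosen after the pattern or the value they measure was seen. The test of counts per gene was chosen after the thinning to equal totals was seen. The tests of gene length as the whole source at the microfilaria stages, at 1 and 2 dpi and in A. aegypti, and the present length test in A. aegypti, were chosen after earlier length coefficients were seen and before their own values. The criteria of the tests of progress and of shared differences, and the readings of the tests of library type, of shared worm material, of gene length and the wBm libraries at 1 and 2 dpi, and of thinning to equal totals, were changed after their values were seen. The other tests were chosen before their values were seen.

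In B. malayi, 5096 of 9062 genes differed between AgSS and poly(A)-selected libraries of the same RNA. Several sources are argued against as the whole of this difference. With the 8 libraries thinned to the smallest, at 2722556 counts, 4317 of 9033 genes were called. Only 3 of the called genes had no count in the 4 AgSS libraries. Of 34 splits of the 8 libraries into groups of 4 with stage in the model, 1 gave as many genes, the real one, and the highest of the others gave 7. Gene length may contribute: the mean log-CPM shift had a Spearman coefficient of 0.502 with implied gene length across genes, 0.432 at 4 dpi and 0.572 at 8 dpi, and the coefficient was 0.586 with edgeR's fold changes. Length is not the whole source, since the shifts at 4 and 8 dpi still correlated across genes at r = 0.66 after the length trend was taken out, against 0.708 before. Properties of the baits were not tested, and no biological explanation applies to libraries of the same RNA. By the paper's methods, AgSS libraries also differed in RNA input, rounds of PCR, sequencer and read length. These go together with the capture and cannot be separated from it here.

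A set of 12 rows of the B. malayi table has identifiers of another form than the others. They took 0.106% to 1.27% of the counts of poly(A)-selected libraries and 0.000298% to 0.0014% of those of AgSS libraries. A total of 453 B. malayi genes had no counts in any of the 6 AgSS libraries, and 2 of them had at least 100 counts in the 4 poly(A)-selected libraries of the same RNA.

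For wBm, 51 genes had no counts in all 9 AgSS libraries, and 49 of them had counts in depletion libraries, 23 of them in at least 20 of the 26. They took 0.269% to 0.734% of the counts of depletion libraries. Low expression is argued against for most: from their share in depletion libraries of the same RNA, 41 of the 49 would be expected to have at least 100 counts in the 3 gerbil AgSS libraries, with a median expectation of 3239. Missing baits are a candidate source that was not tested, and 10 of these genes were among the 659 tested across stages. Of 10 splits of the 6 libraries of the same RNA, 1, the real one, gave as many as 49 genes between AgSS and depletion. With 3 libraries of each kind this share cannot fall under 0.1, so the count of splits cannot exclude chance, and the evidence for the difference is the adjusted p of single genes.

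Library type and host cannot be told apart for the wBm genes higher in vector stages, because the vector libraries are all AgSS and only 3 gerbil AgSS libraries link the kinds. With library type as a term, 3 of the 20 genes were still called. The median stage contrast of the 20 genes, on the log2 scale, went from 1.36 to 0.87 and their median SE from 0.19 to 0.36, so the term also costs precision. Of the 20, 19 were still above 0 and 8 still at 1 or more. Both a host effect and a library effect remain open.

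Microfilaria libraries resembled the library of the same letter in the other stage. In edgeR fits of these 4 libraries alone, 733 of 9143 genes differed between the libraries marked a and those marked b. Without the letter in the model, the split by stage gave 0 genes (109 at an unadjusted p below 0.05). The remaining split gave 0 (62 at an unadjusted p below 0.05). With the letter as a block in a fit of these 4 libraries, chosen after the data were seen, 20 genes differed between the stages. DESeq2 in the fit of all stages called 18 between the stages. The b minus a differences of the 2 stages correlated across genes at r = 0.358, the highest of 105 pairs of stages, whose median was -0.0011. Depth is argued against by the 626 genes called after thinning to 5770140 counts. Gene length is argued against as well, with coefficients of 0.139 in immature and -0.241 in mature microfilariae, which are opposite in sign, and the differences of the 2 stages correlated at r = 0.383 after the length trend was taken out of each. Progress toward the L1 stage was tested by the correlation of the b minus a differences with the vector 18-hpi profile, 0.161 in immature and -0.00481 in mature microfilariae, and so is not shared by both stages. Whether letters mark worm material shared between the stages cannot be told apart from the wBm libraries. Their b minus a differences correlated at r = 0.237 across 659 genes, and at 0.274 with the 4 libraries thinned to the smallest, and 2 of 55 pairs of stages, this one included, were at 0.237 or more. The libraries marked a resembled each other most, at r = 0.929, but immature b was closer to immature a (0.898) and to mature a (0.870) than to mature b (0.863), and the nearest wBm library of both b libraries was immature a. Batches of collection or library preparation that follow the letters stay open as well. The run identifiers in the sample labels also part by letter in both organisms, with those marked b numbered before those marked a. That order goes with a batch but does not show when the libraries were made.

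At 1 and 2 dpi of the gerbil, libraries crossed in the fits, but only in part by distance. In the distances between z-scores, 1-dpi b and 2-dpi a were nearest to each other. The nearest library of 1-dpi a was 2-dpi a, and that of 2-dpi b was 3-dpi b. The fit of the 4 libraries with 1-dpi a and 2-dpi b against 1-dpi b and 2-dpi a called 161 of 9362 genes, while the edgeR splits by stage and by letter each called 0, with 39 and 51 genes at an unadjusted p below 0.05. DESeq2 was not run on these splits. The b minus a differences of the 2 stages correlated at r = -0.37, the lowest of the 105 pairs. Depth is argued against, with 155 genes after thinning to 8012673 counts. Gene length as the whole source is argued against as well, since the differences still correlated at r = -0.364 after the length trend was taken out of each. Whether length contributes cannot be told apart: with the sign of 2 dpi turned to follow the crossing, both stages had coefficients of the same sign, -0.123 at 1 dpi, under 0.2 in size, and -0.404 at 2 dpi. Worms of the same infection crossed between the letters cannot be told apart with the wBm libraries. Their b minus a differences of 1 and 2 dpi correlated at r = 0.0978, which lies inside the spread of the 55 pairs of wBm stages, -0.249 to 0.260 with a median of 0.0044. Progress toward 3 dpi is consistent with the pattern: the b minus a difference correlated with the 3-dpi profile at r = -0.329 at 1 dpi and 0.425 at 2 dpi, so 1-dpi a and 2-dpi b may lie further along than the other library of their stage. An exchange of labels between 1-dpi and 2-dpi libraries could give the same values and was not separated from it.

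Libraries of one A. aegypti condition differed along the first principal component. The sign of each within-condition difference is arbitrary, and with that of 4 dpi turned the differences correlated positively across genes for all 15 pairs of conditions, with r from 0.0979 to 0.461. Gene length is argued against as the source: the Spearman coefficients of these 6 differences with implied length had both signs and ran from -0.0291 to 0.0705, the smallest in size being -0.0139, and after the length trend was taken out the median r over the 15 pairs was 0.2536, against 0.2541 before. This is consistent with a source that the conditions share in part, which was not identified. Library depth cannot be told apart with 12 libraries: Pearson's r of the component with log10 total counts was 0.23 (permutation p = 0.477, adjusted 0.477) and Spearman's rho 0.482 (permutation p = 0.116, adjusted 0.116), and r was -0.0532 without the 2 libraries farthest from the median. The share of counts on the 10 most abundant genes cannot be told apart either: r was -0.400 (permutation p = 0.187, adjusted 0.374), rho -0.678 (permutation p = 0.0182, adjusted 0.0364) and r without the 2 farthest libraries -0.675. These were 2 relations in all, over libraries of 6 conditions, so condition is not separated from the measures. Libraries of one condition share time and infection, so the design names no biological difference within a condition, and no biological explanation was tested.

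Differentially expressed wBm genes had a smaller expression range, with a median of 2.20, than those of B. malayi, with 3.12. Counts per gene are argued against as the whole source. With each B. malayi library thinned to the counts per tested gene of the wBm libraries of its stage, over the 15 stages both have, the median was 2.72, above the 2.15 to 2.63 of wBm with single libraries left out. With all B. malayi libraries at the counts per gene of the median wBm depletion library it was 2.70. Fewer counts per gene may account for a part of the difference, since both values are below 3.12. Thinning to equal totals of 93167 counts gave 2.31 but cannot be used to tell depth apart, because those totals are spread over 7564 B. malayi genes in place of 659. In A. aegypti, thinning raised the median, from 1.91 to 2.03 at equal counts per gene and to 2.22 at equal totals. Without the count filter in either organism the median was 2.53 for wBm and 3.15 for B. malayi, which argues against the filter alone as the whole source. Removal of the filter at equal counts per gene was not run, so filter and counts together stay open. A weaker response of wBm stays open as well. The ranges cover called genes only, 332 of 659 tested in wBm against 10218 of 10353 in B. malayi. They also include wBm vector stages with AgSS libraries only, and neither limit was tested.

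Random assignments of libraries to groups of the same sizes were counted for patterns of at least 3 libraries in each group. Of 80 splits for B. malayi, 1, the real one, gave as many genes for adult females and embryos, for these with microfilariae, for the adult female through the L2 stage, and for 1 to 24 dpi. For microfilariae, L1 and L2 larvae, vector 8 dpi, 1 and 2 dpi, and the early adults it was 2 of 80. For the 5 wBm patterns and the 4 A. aegypti patterns of this size, 1 of 100 splits gave as many.

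These assignments treated libraries of the same RNA as separate. They were repeated with a single library per RNA, 34 libraries in B. malayi and 32 in wBm, a setting chosen after the data were seen. In B. malayi, 5 of 80 splits gave as many genes for vector 8 dpi and 4 of 80 for 1 and 2 dpi. A random group could hold libraries of a real stage, so these numbers cannot tell a chance split apart for these patterns. For microfilariae it was 2 of 80 and for the early adults 3 of 80, and for the other B. malayi patterns of at least 3 libraries, L1 and L2 larvae included, 1 of 80. In wBm it was 2 of 100 for vector 4 and 8 dpi and 1 of 100 for the other patterns. Of the patterns of a stage with 2 libraries, adult males had 1 of 80, infective L3 3 of 80, 4 dpi 6 of 80 and 8 dpi 13 of 80.

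Patterns of a stage with 2 libraries were counted the same way. Of 80 splits, 1 gave as many genes for adult males, 7 for infective L3, 4 for 4 dpi and 10 for 8 dpi. Stage labels were moved over all libraries, so a random pair could hold libraries of a real stage such as adult males. These numbers therefore cannot tell a split by chance apart for infective L3, 4 dpi and 8 dpi. Of 10353 genes tested, 441, 509 and 260 had both libraries of these stages above the 36 others, where a random order gives 0.142%. Of 100 splits in A. aegypti, 1 gave as many for 18 hpi and for 4 dpbf, 2 for 4 dpi and 3 for 8 dpi.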
